# *Drosophila* SWR1 and NuA4 complexes are defined by DOMINO isoforms

**DOI:** 10.7554/eLife.56325

**Published:** 2020-05-20

**Authors:** Alessandro Scacchetti, Tamas Schauer, Alexander Reim, Zivkos Apostolou, Aline Campos Sparr, Silke Krause, Patrick Heun, Michael Wierer, Peter B Becker

**Keywords:** chromatin, transcription, histone exchange, histone acetylation, histone h2a.z, nucleosome remodeling, *D. melanogaster*

## Abstract

Histone acetylation and deposition of H2A.Z variant are integral aspects of active transcription. In *Drosophila*, the single DOMINO chromatin regulator complex is thought to combine both activities *via* an unknown mechanism. Here we show that alternative isoforms of the DOMINO nucleosome remodeling ATPase, DOM-A and DOM-B, directly specify two distinct multi-subunit complexes. Both complexes are necessary for transcriptional regulation but through different mechanisms. The DOM-B complex incorporates H2A.V (the fly ortholog of H2A.Z) genome-wide in an ATP-dependent manner, like the yeast SWR1 complex. The DOM-A complex, instead, functions as an ATP-independent histone acetyltransferase complex similar to the yeast NuA4, targeting lysine 12 of histone H4. Our work provides an instructive example of how different evolutionary strategies lead to similar functional separation. In yeast and humans, nucleosome remodeling and histone acetyltransferase complexes originate from gene duplication and paralog specification. *Drosophila* generates the same diversity by alternative splicing of a single gene.

## eLife digest

Cells contain a large number of proteins that control the activity of genes in response to various signals and changes in their environment. Often these proteins work together in groups called complexes. In the fruit fly *Drosophila melanogaster*, one of these complexes is called DOMINO. The DOMINO complex alters gene activity by interacting with other proteins called histones which influence how the genes are packaged and accessed within the cell.

DOMINO works in two separate ways. First, it can replace certain histones with other variants that regulate genes differently. Second, it can modify histones by adding a chemical marker to them, which alters how they interact with genes. It was not clear how DOMINO can do both of these things and how that is controlled; but it was known that cells can make two different forms of the central component of the complex, called DOM-A and DOM-B, which are both encoded by the same gene.

Scacchetti et al. have now studied fruit flies to understand the activities of these forms. This revealed that they do have different roles and that gene activity in cells changes if either one is lost. The two forms operate as part complexes with different compositions and only DOM-A includes the TIP60 enzyme that is needed to modify histones. As such, it seems that DOM-B primarily replaces histones with variant forms, while DOM-A modifies existing histones. This means that each form has a unique role associated with each of the two known behaviors of this complex.

The presence of two different DOMINO complexes is common to flies and, probably, other insects. Yet, in other living things, such as mammals and yeast, their two roles are carried out by protein complexes originating from two distinct genes. This illustrates a concept called convergent evolution, where different organisms find different solutions for the same problem. As such, these findings provide an insight into the challenges encountered through evolution and the diverse solutions that have developed. They will also help us to understand the ways in which protein activities can adapt to different needs over evolutionary time.

## Introduction

Nucleosomes, the fundamental units of chromatin, are inherently stable and organized in polymeric fibers of variable compactness (Baldi et al., 2018; Erdel and Rippe, 2018). The dynamic properties of the fiber required for gene regulation are implemented by several broad principles. ATP-dependent nucleosome remodeling factors slide or evict nucleosomes (Clapier et al., 2017), chemical modifications of histones create new interaction surfaces (Bowman and Poirier, 2015; Zhao and Garcia, 2015) and histone variants furnish nucleosomes with special features (Talbert and Henikoff, 2017).

The very conserved H2A variant H2A.Z accounts for ~5–10% of the total H2A-type histone pool in vertebrates (Redon et al., 2002; Thatcher and Gorovsky, 1994) and flies (Bonnet et al., 2019). H2A.Z is primarily found at active promoters and enhancers, where it is thought to be important to regulate transcription initiation and early elongation (Adam et al., 2001; Weber et al., 2010; Weber et al., 2014). In *Saccharomyces cerevisiae*, H2A.Z is introduced into chromatin by the SWR1 complex (SWR1.C), a multi-subunit ATP-dependent chromatin remodeler with the INO80-type ATPase SWR1 at its core (Mizuguchi et al., 2004; Ranjan et al., 2013; Wang et al., 2018a; Willhoft et al., 2018; Wu et al., 2005). In humans, the two SWR1 orthologs EP400 and SRCAP may also be involved in H2A.Z incorporation (Greenberg et al., 2019; Pradhan et al., 2016).

In *Drosophila melanogaster*, where H2A.Z is named H2A.V (Baldi and Becker, 2013; van Daal and Elgin, 1992), only one gene codes for a SWR1 ortholog: *domino* (*dom*) (Ruhf et al., 2001). The first biochemical characterization revealed the presence of a multi-subunit complex composed of 15 proteins associated with the DOM ATPase (Kusch et al., 2004). While many of the interactors identified are orthologous to the yeast SWR1.C subunits, additional interactors were found. Surprisingly, they showed similarity to components of a distinct yeast complex, the Nucleosome Acetyltransferase of H4 (NuA4.C) (Kusch et al., 2004). NuA4.C is a histone acetyltransferase (HAT) complex with the histone H4 N-terminal domain as a primary target (Allard et al., 1999; Doyon et al., 2004; Wang et al., 2018a; Xu et al., 2016). The DOM complex (DOM.C) appeared then to be a chimera, a fusion between two complexes with different biochemical activities. It has been proposed that both enzymatic activities of DOM.C, histone acetylation and histone variant exchange, are required for H2A.V turnover during DNA damage response (Kusch et al., 2004). It is unclear, however, if this model of DOM.C action could be generalized to other processes, such as transcription regulation. Furthermore, it is still not known how H2A.V is incorporated globally into chromosomes while, at the same time, enriched at promoters.

It is long known that the *dom* transcripts are alternatively spliced to generate two major isoforms, DOM-A and DOM-B (Ruhf et al., 2001). We and others previously found that the two splice variants play non-redundant, essential roles during development with interesting phenotypic differences (Börner and Becker, 2016; Liu et al., 2019).

In this work, we systematically characterized the molecular context and function of each DOM splice variant in *D. melanogaster* cell lines and assessed their contribution to the activity of the DOM.C in the context of transcription. We discovered the existence of two separate, isoform-specific complexes with characteristic composition. Both are involved in transcription regulation, but through different mechanisms. On the one hand, we found that the DOM-B.C is the main ATP-dependent remodeler for H2A.V, responsible for its deposition across the genome and specifically at active promoters. On the other hand, we discovered that DOM-A.C is not involved in bulk H2A.V incorporation, despite the presence of an ATPase domain and many shared subunits with DOM-B.C. Rather, we realized that DOM-A.C might be the ‘missing’ acetyltransferase NuA4.C of *D. melanogaster*, which specifically targets lysine 12 of histone H4 (H4K12), the most abundant and yet uncharacterized H4 acetylation in flies (Feller et al., 2015). Surprisingly, our data also suggest that the ATPase activity of DOM-A is dispensable for H4K12 acetylation by the DOM-A.C, a principle that might be conserved across metazoans. Our work illustrates how alternative splicing generates functional diversity amongst chromatin regulators.

## Results

### The splice variants of DOMINO, DOM-A and DOM-B, define two distinct complexes

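The gene dom (FBgn0020306) lies on the plus strand of chromosome 2R of the BDGP6 assembly, from 21323430 to 21341847, and 4 transcripts are annotated for it. DOM-RA, which encodes DOM-A, has 14 exons, 10521 nt of exonic sequence and a coding sequence of 3198 codons. DOM-RE, which encodes DOM-B, has 11 exons, ends at position 21336986 and has 8619 nt of exonic sequence and a coding sequence of 2497 codons. The coding sequences of DOM-RA and DOM-RE coincide from the start codon over 6021 nt, or 2007 codons, up to position 21334592. Beyond this position, 1191 codons occur only in DOM-RA and 490 codons only in DOM-RE. The other annotated transcripts, DOM-RG and DOM-RD, share the 3' coding exons of DOM-RA in whole or in part and have 3233 and 3183 codons. The exonic positions common to DOM-RA and DOM-RE add up to 6225 nt, which is 59.2% of the exonic sequence of DOM-RA and 72.2% of that of DOM-RE. The sequencing reads used here were counted per gene, with all 4 transcripts of dom pooled.

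**Figure D1:**
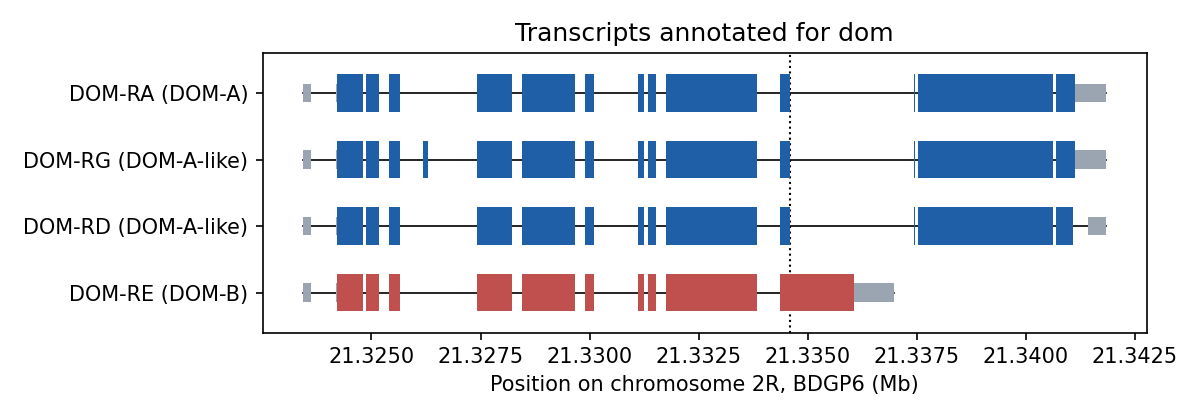
Exons of the 4 transcripts annotated for dom along chromosome 2R of BDGP6, in megabases, with coding sequence as tall boxes and untranslated sequence as low boxes. The dotted line marks position 21334592, up to which the coding sequences of DOM-RA and DOM-RE coincide.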

The isoforms of the DOMINO ATPase, DOM-A and DOM-B, are identical for the first 2008 amino acids, but alternative splicing diversifies their C-termini (Figure 1A). Both proteins share an N-terminal HSA domain and a central, INO80-like ATPase domain. DOM-A has a longer C-terminus characterized by a SANT domain and a region rich in poly-glutamine stretches (Q-rich). The shorter C-terminus of DOM-B, instead, folds in no predictable manner. Given these differences, we wondered if the interaction partners of the two isoforms might differ. To avoid artefactual association of DOM isoforms with proteins upon overexpression, we inserted a 3XFLAG tag within the endogenous *dom* gene in *D. melanogaster* embryonic cell lines using CRISPR/Cas9. The sites were chosen such that either DOM-A (DOM-RA) or DOM-B (DOM-RE) would be tagged at their C-termini. Of note, the editing of DOM-A C-terminus results in the additional tagging of a longer, DOM-A-like isoform (DOM-RG, which compared to DOM-RA has an insertion of 35 residues at its N-terminus starting from residue 401), but leaves a second DOM-A-like isoform untagged (DOM-RD, 16 residues shorter than DOM-RA at the very C-terminus). We obtained three different clonal cell lines for each isoform (3 homozygous clones for DOM-A, 2 homozygous and 1 heterozygous clone for DOM-B) (Figure 1—figure supplement 1A,B). The *dom* gene editing resulted in the expression of 3XFLAG-tagged proteins of the correct size and with similar expression levels across clones (Figure 1B).

**Figure 1.**
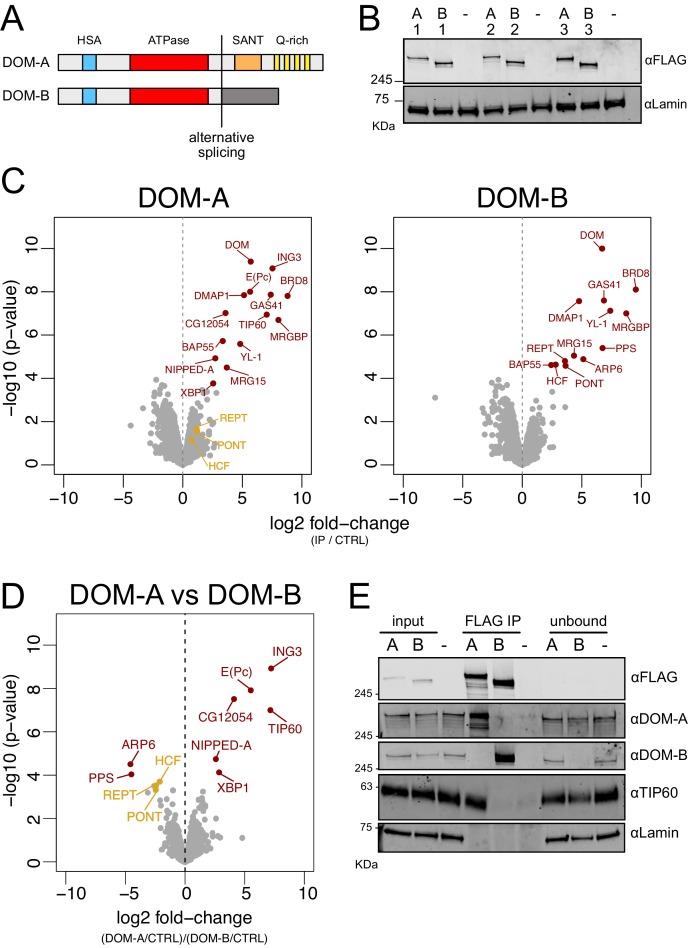
DOMINO isoform-specific affinity enrichment reveals distinct DOM-A and DOM-B complexes. (**A**) Schematic representation of the DOM-A (*dom-RA*) and DOM-B (*dom-RE*) isoforms. The two proteins are derived through alternative splicing and differ in their C-termini. (**B**) Western blot showing the expression of 3XFLAG-tagged DOM-A and DOM-B in nuclear fractions derived from three different clonal S2 cell lines (A = DOM A, B = DOM B). Endogenously tagged proteins were detected using αFLAG antibodies. Nuclear extract from S2 cells lacking the tag (-) serves as negative control. Lamin: loading control. (**C**) Volcano plot showing -log10 p-value in relation to average log2 fold-change (n = 3 biological replicates) comparing FLAG AP-MS from 3XFLAG DOM-A or DOM-B cell lines (IP) versus ‘mock’ purifications from untagged S2 cells (CTRL). Red dots represent enriched proteins with FDR < 0.05 and log2 fold-change >0. Orange dots represent proteins significantly enriched in DOM-B AP-MS but not considered as DOM-B specific interactors. (**D**) Volcano plot as described in (C) comparing DOM-A FLAG AP-MS (DOM-A/CTRL) and DOM-B FLAG AP-MS (DOM-B/CTRL). Positive log2 fold-change indicate enrichment in DOM-A pulldown, while negative log2 fold-change indicate enrichment in DOM-B pulldown. Red dots represent isoform-specific enriched proteins with FDR < 0.05. Orange dots represent proteins enriched in DOM-B AP-MS but not considered as DOM-B specific interactors, due to lower statistical significance (FDR > 0.05). (**E**) Western blot validating the mass-spectrometry results. DOM-A clone #2 and DOM-B clone #1 cells were used. Untagged cells (-) serve as negative control. 2% of input and unbound fractions was loaded. Proteins were detected using the antibodies described in the panel.

**Figure 1—figure supplement 1.**
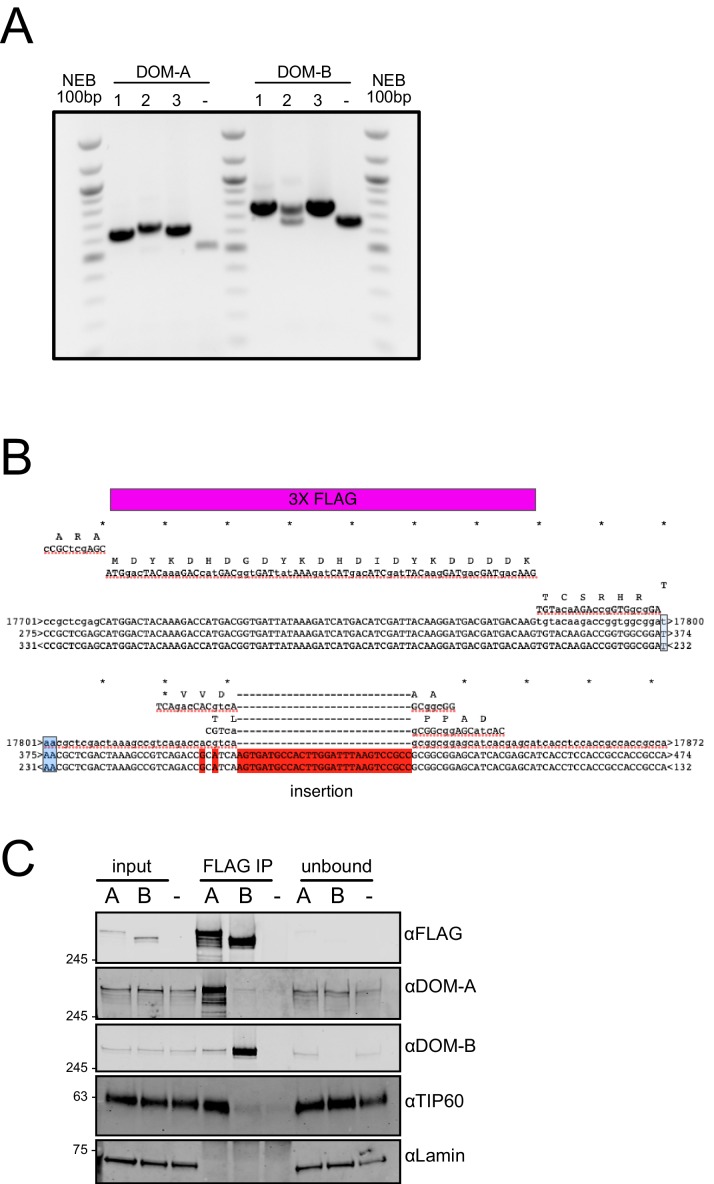
DOMINO isoform-specific affinity enrichment reveals distinct DOM-A and DOM-B complexes. (**A**) Agarose gel analysis of CRISPR clones.The insertion of a 3XFLAG tag results in a PCR product 72 bp longer than in the untagged cells (-). The presence of two bands indicates heterozygosity. NEB 100 bp ladder servers a size marker. (**B**) Alignment results from Sanger sequencing of the genomic region encoding the C-terminus of DOM-A clone #2. The product was analyzed using 2 different sequencing primers. The insertion of the 3X FLAG tag is highlighted in purple. The additional insertion is highlighted in red. Stop codon is colored in light-blue. (**C**) Replicate western blot validating the mass-spectrometry results. DOM-A clone #1 and DOM-B clone #3 cells were used. 2% of input and unbound fractions was loaded. Untagged cells (-) serve as negative control. Proteins were detected using the antibodies described in the panel.

To identify the strongest and most stable interactors, we enriched the isoforms and associated proteins from nuclear extracts by FLAG-affinity chromatography under very stringent conditions. Mass-spectrometry analysis revealed 13 and 12 strongly enriched interactors (FDR < 0.05 and log2 fold-change >0) for DOM-A and DOM-B, respectively (Figure 1C, Supplementary file 1). Of those, 7 are common between the two isoforms and were previously characterized as DOM interactors (Kusch et al., 2004). Two of the expected subunits, PONT and REPT, associated more strongly with DOM-B than with DOM-A under these conditions (log2 DOM-A IP/CTRL = 1.19 and 1.16, FDR = 0.373 and 0.338). A newly identified DOM-B interactor, HCF, also interacts less strongly DOM-A (log2 DOM-A IP/CTRL = 0.70, FDR = 0.466). The unique interactors revealed interesting differences between DOM-A and DOM-B (Figure 1D). Three of the proteins that specifically associate with DOM-A [ING3, E(Pc) and TIP60] share extensive homology with the acetyltransferase module of the yeast NuA4 complex. Another component of the yeast NuA4.C, NIPPED-A, specifically associates with DOM-A. Additionally, we found two transcription factors, XBP1 and CG12054, amongst the DOM-A specific interactors. On the DOM-B side, only ARP6 and PPS appear to be specific interactors of this isoform. While ARP6 was not described before in *Drosophila,* its yeast homolog is essential for H2A.Z remodeling by the SWR1.C (Wu et al., 2005). To validate the DOM-A/TIP60 interaction, we raised monoclonal antibodies against TIP60. Co-immunoprecipitation confirmed that TIP60 interacts with DOM-A and not with DOM-B (Figure 1E and Figure 1—figure supplement 1C). The immunoprecipitation of DOM-A appears to be more efficient when probing with the anti-FLAG antibody compared to the anti-DOM-A polyclonal antibody. This difference might be explained by the presence of one of the DOM-A-like isoforms (DOM-RD), which was left untagged. This isoform is therefore not immunoprecipitated by the anti-FLAG antibody, but it is recognized by the DOM-A specific antibody. Importantly, the same co-immunoprecipitation showed that DOM-A and DOM-B do not interact with each other under these conditions. Taken together, these findings document the existence of two distinct DOM complexes: DOM-A.C and DOM-B.C.

### Specific effects of DOM isoforms on transcription

Previous observation in flies suggested that DOM-A and DOM-B have different, non-redundant functions during *Drosophila* development (Börner and Becker, 2016; Ruhf et al., 2001). Isoform-specific depletion by RNA interference (RNAi) of either DOM variant in a *Drosophila* embryonic cell line did not lead to depletion of the other isoform (Figure 2A). 

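Messenger RNA of Tip60 (FBgn0026080; chromosome X of BDGP6, minus strand, 4114800 to 4117487), the gene of the acetyltransferase TIP60, was counted by RNA-seq in Kc167 cells. These cells, an embryonic line of D. melanogaster, were treated with dsRNA against DOM-A, DOM-B, H2A.V, TIP60 or the control sequences GST and GFP (CTRL), with 3 biological replicates each. Counts were divided by size factors from the reads of D. virilis cells added to each sample. The normalized count of Tip60 was 258.4 ± 16.6 (SD, n = 3) in CTRL and 41.3 ± 6.3 (SD, n = 3) after TIP60 RNAi. It was 320 ± 60.1 (SD, n = 3) after DOM-A RNAi and 203 ± 1.55 (SD, n = 3) after DOM-B RNAi. The log2 fold-change of DOM-A RNAi against CTRL was 0.30 (standard error 0.145, adjusted p-value 0.133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 0.11, 0.68 and 0.09 in the single replicates. That of DOM-B RNAi was −0.35 (standard error 0.146, adjusted p-value 0.133 from edgeR's test), and all 3 replicates were lower. Between DOM-A and DOM-B RNAi, Tip60 differed by a log2 fold-change of 0.65 (standard error 0.146, adjusted p-value 0.00434 from edgeR's test), which was 0.41 with total D. virilis counts (adjusted p-value 0.0759 from edgeR's test) and stayed significant in 1 of the 6 fits that each left out one DOM-A or DOM-B library. After H2A.V RNAi the normalized count was 172 ± 12.6 (SD, n = 3), a log2 fold-change of −0.59 (adjusted p-value 0.0096 from edgeR's test). This change was not significant at 0.01 under 6 alternatives, such as TMM normalization on D. melanogaster counts (−0.34, adjusted p-value 0.156 from edgeR's test). It was significant in 0 of the 6 fits that each left out one CTRL or H2A.V library. Apart from library removal, scaling to total D. virilis counts moved the log2 fold-changes of DOM-A and DOM-B RNAi most, to 0.21 and −0.20. Without DOM-A replicate 2, the log2 fold-change of DOM-A RNAi was 0.15. Samples with the same replicate number deviated together from their group means (mean correlation across genes 0.324 for DOM-A and CTRL samples). Without the replicate number as a block in the fit, the log2 fold-change was 0.31 for DOM-A RNAi (adjusted p-value 0.169 from edgeR's test) and −0.35 for DOM-B RNAi (adjusted p-value 0.212 from edgeR's test). The depth was between 174 and 410 reads on Tip60 per library outside TIP60 RNAi, and between 32 and 48 reads after TIP60 RNAi. The genes dgt4 and tyf overlap Tip60 on the other strand, and only reads from the strand of Tip60 were counted.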

Interestingly, knock-down of DOM-A (but not DOM-B) led to a strong reduction of TIP60 protein levels. *tip60* mRNA levels were unchanged (Figure 2—figure supplement 1A), indicating that TIP60 requires DOM-A for stability (Figure 2A). This suggests that most of TIP60 resides in the DOM-A complex in *Drosophila* cells.

**Figure 2.**
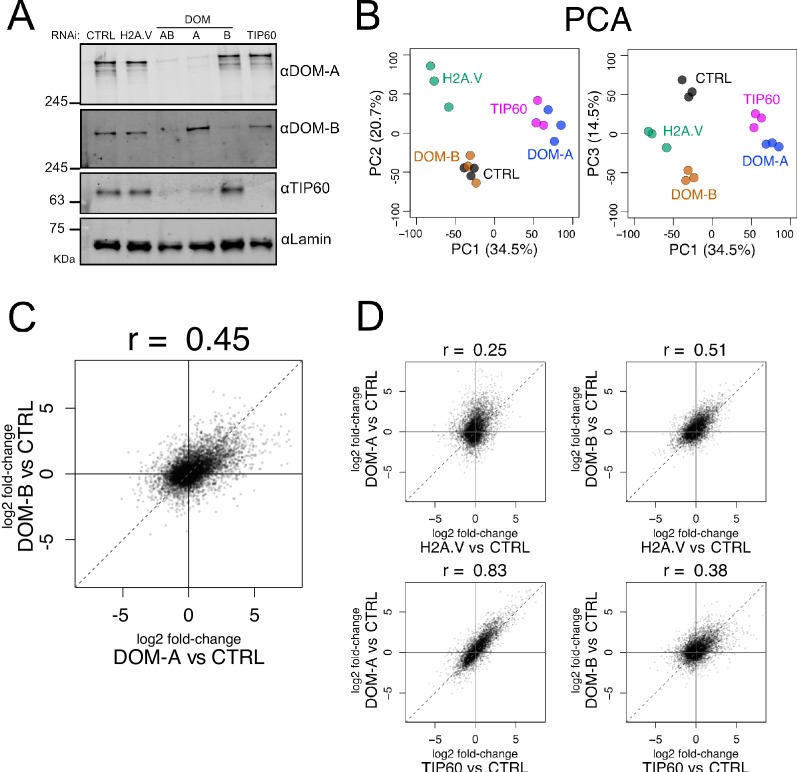
Isoform-specific depletion of DOM-A and DOM-B causes distinct transcriptional effects. (**A**) Western blot showing the expression of DOM-A, DOM-B and TIP60 in nuclear extracts of Kc167 cells treated with dsRNA against GST (CTRL), H2A.V, both DOM isoforms (AB), DOM-A (A), DOM-B (B) and TIP60. Proteins were detected with specific antibodies. Lamin: loading control. (**B**) Principal Component Analysis (PCA) comparing transcriptome profiles derived from Kc167 cells treated with dsRNA against GST or GFP (CTRL), H2A.V, DOM-A, DOM-B and TIP60 (n = 3 biological replicates). Three components (PC1, PC2 and PC3) are shown. Percentage of variance is indicated in parenthesis. (**C**) Scatter plot comparing log2 fold-changes in expression of DOM-A against CTRL RNAi and log2 fold-changes in expression of DOM-B against CTRL RNAi for every gene analyzed (N = 10250). Spearman’s correlation coefficient (r) is shown above the plot. (**D**) Same as (**C**) but depicting the comparison between DOM-A or DOM-B RNAi and H2A.V or TIP60 RNAi.

**Figure 2—figure supplement 1.**
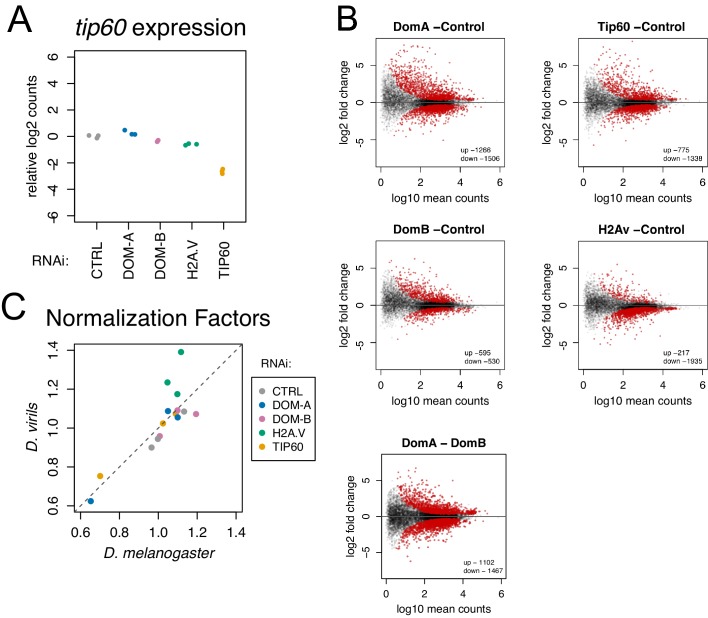
Isoform-specific depletion of DOM-A and DOM-B causes distinct transcriptional effects. (**A**) Plot showing relative log2-expression of *tip60* mRNA as measured by RNAseq upon knock-down of protein indicated on the x-axis and by color-coding. The values of 3 biological replicates are shown in the plot. (**B**) Differential gene expression analysis on coding genes from RNA-seq data. Scatter plots represent log_2_ fold-change of knock-down indicated in the plot title over CTRL knock-down for each gene (N = 10250) in relation to its mean expression (log10 mean counts). Red dots represent significant (adjusted p-value<0.01) up- or down- regulated genes. Last panel shows differentially expressed genes between DOM-A and DOM-B knock-down. (**C**) Scatter plot comparing normalization factors used to scale transcriptomes calculated either from the *D. melanogaster* or the *D. virils* (spike-in) genome. A deviation from the diagonal line indicates global upregulation (lower *D. virils* scale factor) or downregulation (higher *D. virils* scale factor) of transcription. The values of the 3 biological replicates are shown in the plot. Samples from the different knock-downs are color-coded.

The yeast SWR-1 and NuA4 complexes are both implicated in transcription (Morillo-Huesca et al., 2010; Searle et al., 2017). 

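RNA-seq libraries were available from 5 groups of Kc167 cells, CTRL and RNAi against DOM-A, DOM-B, H2A.V and TIP60, with 3 libraries per group and replicate numbers shared between the groups. RNAi lasted 6 days, and 1e6 D. virilis cells were added to 2e6 Kc167 cells before RNA extraction, poly(A) selection and directional library preparation. The authors mapped the 50 nt reads separately to the D. melanogaster and the D. virilis genome, kept reads that mapped once, and deposited the number of reads on each gene, without normalization, for both species. Counts on the transcribed strand were used. Between 8662976 and 14679536 reads per library, with a median of 12642096, were counted on D. melanogaster genes, and between 1766397 and 3037203, with a median of 2408301, on D. virilis genes. D. virilis genes took between 14.9% and 17.9% of the counted reads. Median D. melanogaster counts per group ranged from 11624976 in CTRL to 13143289 after DOM-A RNAi. Of the 17481 D. melanogaster gene identifiers, 17343 matched a symbol in the reference and 28 others were named in the authors' supplementary table. Genes with at least 1 read in 6 samples were kept, the filter of the paper's methods, which left 11424 D. melanogaster and 8941 D. virilis genes. The paper's Figure 2—figure supplement 1B shows coding genes, with N = 10250, whereas all 11424 genes were tested here, of which 10105 were annotated as protein-coding. Library sizes were set from the median-of-ratios size factors of the D. virilis genes. All 15 libraries entered one edgeR quasi-likelihood fit with the group and the replicate number as factors, and genes with a Benjamini-Hochberg adjusted p-value under 0.01 were called differentially expressed. Counts of the same gene in libraries of one group varied more than read sampling gives, with a chi-square per degree of freedom between 19.9 and 106.3, over the genes with at least 20 reads in the pair of libraries compared.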

We therefore explored the functional differences of the two DOM isoforms on transcription by RNAseq. In our analysis, we also included knock-downs of H2A.V and TIP60. Knock-down of either DOM-A, DOM-B, TIP60 or H2A.V individually resulted in significant perturbation of transcription, with notable differences (Figure 2—figure supplement 1B, Supplementary file 2). 

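The targeted genes were examined first. After TIP60 RNAi, Tip60 mRNA was lower than in CTRL by a log2 fold-change of −2.65 (standard error 0.167, adjusted p-value 7.54e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with −2.87, −2.48 and −2.53 in replicates 1, 2 and 3. After H2A.V RNAi, mRNA of His2Av (FBgn0001197), the gene of H2A.V, changed by a log2 fold-change of −4.10 (standard error 0.561, adjusted p-value 0.000233 from edgeR's test). The residual His2Av mRNA was 1.96%, 15.8% and 2.65% of CTRL in replicates 1, 2 and 3. For dom, whose count pools the isoforms, the normalized count was 4558 ± 481 (SD, n = 3) in CTRL, 5579 ± 361 (SD, n = 3) after DOM-A RNAi and 4237 ± 242 (SD, n = 3) after DOM-B RNAi. The log2 fold-changes of dom were 0.30 for DOM-A RNAi (adjusted p-value 0.105 from edgeR's test), with 0.45, 0.34 and 0.09 in replicates 1, 2 and 3, and −0.10 for DOM-B RNAi (adjusted p-value 0.683 from edgeR's test), with −0.12, −0.01 and −0.18. Counts pooled over the isoforms of dom give no check of the labels of these libraries.
DOM-A RNAi changed 2214 of the 11424 genes, with 1024 higher and 1190 lower than in CTRL. TIP60 RNAi changed 1520 genes, with 557 higher and 963 lower, and H2A.V RNAi changed 1456 genes, with 140 higher and 1316 lower. After DOM-B RNAi 579 genes were changed, with 313 higher and 266 lower, the smallest number with the spike-in size factors. With TMM on the D. melanogaster counts and with total D. virilis counts, fewer genes were called after H2A.V RNAi (762 and 598) than after DOM-B RNAi (805 and 688). More than 2-fold changes were found for 1130 of the genes called after DOM-A RNAi, 344 after DOM-B RNAi, 527 after H2A.V RNAi and 678 after TIP60 RNAi. Of the 579 genes called after DOM-B RNAi, 578 were also called in the authors' own table of this comparison. The number of genes called after DOM-B RNAi moved most between alternatives other than leaving out a library. It rose to 958 higher and 704 lower genes with only the DOM-B and CTRL libraries in the fit, and fell without the replicate block. Without CTRL replicate 1 it fell further, to 57 higher and 52 lower genes. Scaling to total D. virilis counts moved the share of higher genes among those called from 54.1% to 80.7% for DOM-B RNAi and from 36.6% to 22.5% for TIP60 RNAi, and the median log2 fold-change of all genes from 0.06 to 0.21 and from −0.04 to −0.19. Deviations from the group means correlated between samples with the same replicate number (0.389 for DOM-B and CTRL, 0.383 for TIP60 and CTRL). Without the replicate block, 614 genes were higher and 808 lower after DOM-A RNAi, 126 higher and 77 lower after DOM-B RNAi, 59 higher and 853 lower after H2A.V RNAi, and 319 higher and 605 lower after TIP60 RNAi. The same fit gave log2 fold-changes for dom of 0.29 after DOM-A RNAi, −0.11 after DOM-B RNAi, 0.03 after H2A.V RNAi and 0.81 after TIP60 RNAi, and an adjusted p-value of 1.07e-06 for Tip60 after TIP60 RNAi from edgeR's test.
Among genes with a mean normalized count of at least 100 that changed in the same direction in all replicates, the largest increase after DOM-A RNAi was that of mthl2 (FBgn0035623), with a log2 fold-change of 7.21 (standard error 0.696, adjusted p-value 8.16e-06 from edgeR's test). The largest decrease was that of MtnA (FBgn0002868), with −5.14 (standard error 0.447, adjusted p-value 3.69e-06 from edgeR's test). After TIP60 RNAi, mthl2 and CG7860 (FBgn0030653) changed most, with log2 fold-changes of 8.04 and −5.10. After DOM-B RNAi, CG15818 (FBgn0031910) rose most, with 5.82 (standard error 0.66, adjusted p-value 0.000159 from edgeR's test), and Smyd4-2 (FBgn0036282) fell most, with −3.21 (standard error 0.31, adjusted p-value 6.55e-05 from edgeR's test). CG15818 also had the largest increase after H2A.V RNAi, with 4.71, and the largest decrease there was that of Appl (FBgn0000108), with −4.53 (standard error 0.402, adjusted p-value 8.93e-06 from edgeR's test). Counts of mthl2 and CG15818 in CTRL were low, at 3.02 ± 2.61 and 6.11 ± 5.99 (SD, n = 3), so the size of their changes is uncertain. Of the 19 genes of DOM complex subunits and associated factors that the paper names, 3 were called after TIP60 RNAi, with dom and YL-1 (FBgn0032321) higher and Tip60 lower. The adjusted p-value of YL-1 from edgeR's test reached 0.0559 with a library left out and 0.0887 under an alternative. It was under 0.01 in 0 of the 6 fits that each left out one CTRL or TIP60 library. After H2A.V RNAi 6 were called, all lower, of which 4 (Tip60, DMAP1, MrgBP and Gas41) were above the threshold under at least 1 alternative, among them the scaling by TMM on the D. melanogaster counts. Their log2 fold-changes lay between −0.41 and 0.43 after DOM-A RNAi and between −0.35 and 0.26 after DOM-B RNAi. Adjusted over these 19 genes alone, 7 were called after H2A.V RNAi and 3 after TIP60 RNAi. Between DOM-A and DOM-B RNAi, Tip60 and YL-1 were called, both higher after DOM-A RNAi. For YL-1 the log2 fold-change was 0.66 (adjusted p-value 0.000447 from edgeR's test). It passed the threshold in all 6 fits that each left out one DOM-A or DOM-B library, but not under each alternative (adjusted p-value up to 0.0129 from edgeR's and DESeq2's tests).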

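Normalized counts of the 11424 genes were log2-transformed after adding a pseudocount of 1, adjusted for the replicate number with ComBat, centred and scaled. The first 3 principal components held 30.6%, 18.2% and 13.4% of the variance. In the space of these components, the means of the DOM-A and DOM-B RNAi samples lay 126 units apart. The mean distance between replicates was 43.2 after DOM-A RNAi and 24.2 after DOM-B RNAi, so that the groups were separated by more than the spread between replicates. The smallest distance between any pair of groups, 39.8, was that between DOM-A and TIP60 RNAi. All other pairs of groups were at least 109 units apart, and DOM-A and H2A.V RNAi were the farthest apart, at 158. The mean distance between replicates was 20.5 in CTRL, 35.5 after H2A.V RNAi and 31.9 after TIP60 RNAi. With each library left out in turn, the first component held between 29.3% and 32.6% of the variance. Leaving the genes unscaled moved its share most, to 37.6%. Over all groups, deviations from the group means correlated at 0.344 between samples with the same replicate number. Without ComBat and thus without the replicate as a block, the 3 components held 27.2%, 17.2% and 14.8%.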

Principal Components Analysis (PCA) revealed clearly different transcriptional responses upon loss of DOM-A or DOM-B (Figure 2B), which can be visualized by comparing their log2 fold-changes relative to control (Figure 2C). 

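Across the 11424 genes, Spearman's rho between the log2 fold-changes of DOM-A RNAi and those of DOM-B RNAi was 0.47. This was 1 of 5 such correlations between knock-downs, all of which run across genes, and genes are not independent replicates. Computed in each replicate, rho was 0.43, 0.42 and 0.43. Both fold-changes were taken against the same CTRL libraries, whose noise enters both. With separate CTRL libraries for the 2 knock-downs, the alternative that moved it most, rho was 0.32, and with a single CTRL library used for both it was 0.59. In simulated counts with 1 changed and 1 unchanged group, rho was 0.43 with shared controls and −0.05 with separate ones. For 2 simulated groups with the same 200 changed genes it was 0.47. In this simulation, a rho of this size with shared controls thus hardly told a shared response from none. Only 200 genes were changed in it, whereas 2214 genes were called here after DOM-A RNAi and 579 after DOM-B RNAi. The simulation may therefore not describe these data. With separate controls, the 0.32 found here lay above the −0.05 of the simulated pair without a shared response. Without the replicate block rho was 0.46, with a correlation of the deviations of DOM-A and DOM-B samples of 0.291 for the same replicate number.
Tested against each other with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, DOM-A and DOM-B RNAi differed in 1990 of the genes, with 832 higher and 1158 lower after DOM-A RNAi. In the fit without the replicate block, 462 genes were higher and 801 lower. Scaling to total D. virilis counts moved the share of higher genes among them from 41.8% to 16.7% and the median log2 fold-change of all genes from −0.02 to −0.26. Of the 1990 genes, 1090 had been called against CTRL after DOM-A RNAi alone, 177 after DOM-B RNAi alone and 83 after both, and 640 after neither. Against CTRL, 282 genes were called after both knock-downs, where 112 would be shared by chance, with 260 changed in the same direction and 22 in opposite directions. The largest difference upwards was that of Nplp2 (FBgn0040813), with a normalized count of 9263 ± 3760 (SD, n = 3) after DOM-A RNAi and 284 ± 11.2 (SD, n = 3) after DOM-B RNAi, a log2 fold-change of 4.97 (standard error 0.436, adjusted p-value 7.01e-06 from edgeR's test). The largest difference downwards was that of mthl7 (FBgn0035847), with a log2 fold-change of −4.27 (standard error 0.199, adjusted p-value 5.11e-08 from edgeR's test). Its difference was −4.38, −4.25 and −4.03 in the 3 replicates. With counts made without regard to the strand it was −2.98, and CG34355 (FBgn0085384), at −3.47 or lower under each alternative, was then further down.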

The correlation value of 0.45 indicates that many genes are regulated similarly by both ATPases, but a significant number of genes are also differentially affected upon specific depletion of either DOM-A or DOM-B (Figure 2—figure supplement 1B). 

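The log2 fold-changes of TIP60 RNAi correlated with those of DOM-A RNAi at a Spearman's rho of 0.79 across genes and with those of DOM-B RNAi at 0.41. In the 3 replicates the values were 0.75, 0.61 and 0.78 for DOM-A and 0.41, 0.29 and 0.42 for DOM-B, so that rho was higher for DOM-A in each replicate, by more than the spread between replicates. With separate CTRL libraries, rho was 0.58 for DOM-A and TIP60 RNAi and 0.24 for DOM-B and TIP60 RNAi. When the replicate block was left out, both values moved by less than 0.01, to 0.79 and 0.40 (correlation of the deviations of same-numbered CTRL and TIP60 samples 0.383).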

As expected, the transcriptional effects of DOM-A knock-down, but not of DOM-B, resemble the ones caused by knock-down of TIP60 (Figure 2B,D). 

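The level of D. melanogaster transcripts relative to the added D. virilis RNA was estimated in each library as the log2 ratio of the D. virilis to the D. melanogaster size factor. Size factors are medians over genes, so that this ratio describes the typical gene and not the total RNA. After H2A.V RNAi this spike-in ratio was 0.30 higher than in CTRL, which corresponds to 81.3% of the CTRL level for the typical gene. Its value was 0.22 ± 0.11 (SD, n = 3) after H2A.V RNAi and −0.08 ± 0.02 (SD, n = 3) in CTRL, and the differences in the single replicates were 0.34, 0.40 and 0.16. All 3 libraries of H2A.V RNAi were above all CTRL libraries (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 libraries allow, and 0.2 after Benjamini-Hochberg adjustment over the 4 knock-downs). The ratio was 0.11 higher than in CTRL after TIP60 RNAi (exact permutation p = 0.1), 0.06 higher after DOM-A RNAi (exact permutation p = 0.2) and 0.0014 higher after DOM-B RNAi (exact permutation p = 1). In the single replicates the differences were 0.08, 0.18 and 0.06 for TIP60 RNAi and 0.04, 0.02 and 0.11 for DOM-A RNAi. Those of DOM-B RNAi had both signs. The permutation test does not use this pairing by replicate number. The alternative that moved the difference for H2A.V RNAi most was the ratio of the total counts of both species. It gave a difference of 0.05 (exact permutation p = 0.4). With size factors from D. virilis genes with a mean count of at least 100, a choice made after seeing the data, the difference was 0.19. The D. virilis genes did not all behave as an unchanged reference, since the median log2 fold-change of those with a mean under 10 reads was 0.37 after H2A.V RNAi and that of those over 100 reads was −0.13.
The median log2 fold-change of all D. melanogaster genes after H2A.V RNAi was −0.22, and 7506 of the 11424 genes, or 65.7%, were below 0. Scaled by TMM on the D. melanogaster counts, without the spike-in, the median was 0.02, with total D. virilis counts it was −0.02, and with the size factors from the more abundant D. virilis genes it was −0.12. Of the genes called with edgeR after H2A.V RNAi, 9.62% were higher than in CTRL with the spike-in size factors, 35.8% with TMM on the D. melanogaster counts, which called 273 genes higher and 489 lower, and 31.8% with total D. virilis counts, which called 190 higher and 408 lower. Same-numbered CTRL and H2A.V samples deviated together from their group means, with a correlation of 0.455, and the numbers of genes called in the fit without the replicate block are those given with the counts for each knock-down.

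**Figure D2:**
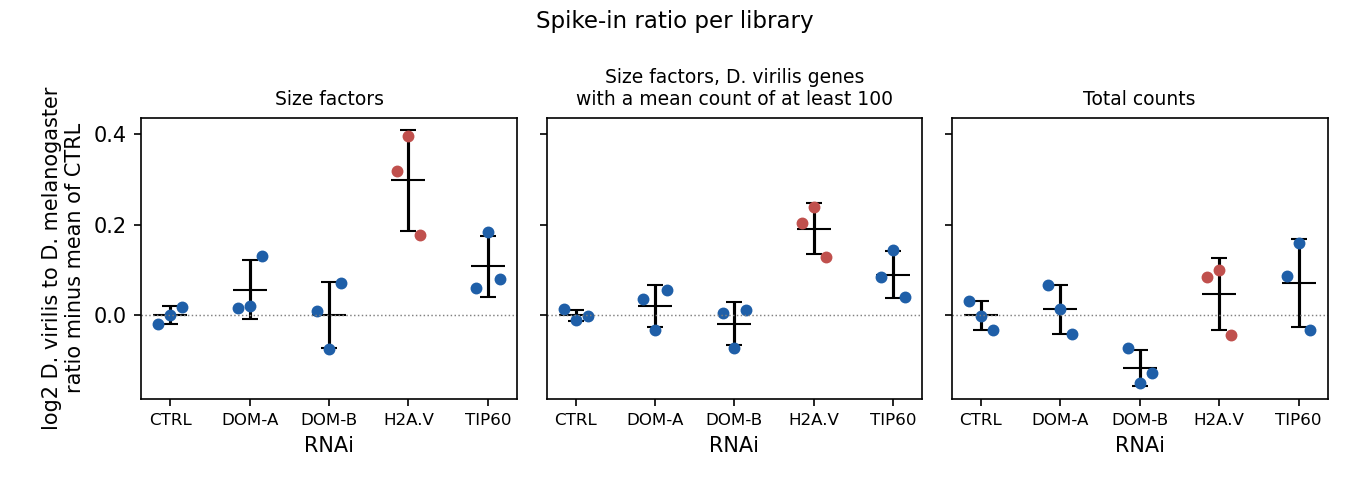
Log2 ratio of the D. virilis to the D. melanogaster scale in each library, minus the mean of CTRL, with size factors, with size factors from D. virilis genes with a mean count of at least 100, and with total counts. Points are libraries, horizontal lines are means and error bars are SD (n = 3). In each of the first 2 panels only 1 library of another group, a TIP60 library, reaches the lowest H2A.V library, and in the third panel the groups overlap.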

Depletion of H2A.V led to a global reduction of transcription, only observable by normalization to spiked-in *D.virilis* RNA (see methods) (Figure 2—figure supplement 1C). The effects of H2A.V depletion were better correlated to DOM-B (r = 0.51) than to DOM-A knock-down (r = 0.25) (Figure 2B,D). 

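Spearman's rho with the log2 fold-changes of H2A.V RNAi was 0.52 for DOM-B RNAi and 0.29 for DOM-A RNAi across the 11424 genes, a difference of 0.23. In replicates 1, 2 and 3, rho was 0.52, 0.35 and 0.59 for DOM-B and 0.30, 0.23 and 0.36 for DOM-A, and the difference was 0.22, 0.12 and 0.23. An exact two-sided permutation test that treats these values as unpaired gave p = 0.2, where 0.1 is the smallest p that 3 against 3 allow. It does not use the pairing by replicate number, in which the difference was positive in all 3, nor the fact that both values share H2A.V and CTRL libraries. With separate CTRL libraries for the knock-downs compared, rho was 0.31 for DOM-B and 0.17 for DOM-A, with a difference of 0.15. Among the alternatives, the difference was largest, at 0.31, over genes with at least 10 counts in every sample. It stayed between 0.18 and 0.29 with each CTRL, DOM-A, DOM-B or H2A.V library left out in turn. Without the replicate block, rho was 0.52 for DOM-B and 0.29 for DOM-A (correlation of the deviations of same-numbered CTRL and H2A.V samples 0.455).
The paper reads the correlation between DOM-A and DOM-B RNAi as a sign that many genes are regulated in a similar way by both ATPases, and refers to the differential expression in Figure 2—figure supplement 1B for genes that are affected differently. From the comparison with TIP60 RNAi, the paper states that loss of DOM-A, unlike loss of DOM-B, resembles loss of TIP60.

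**Figure D3:**
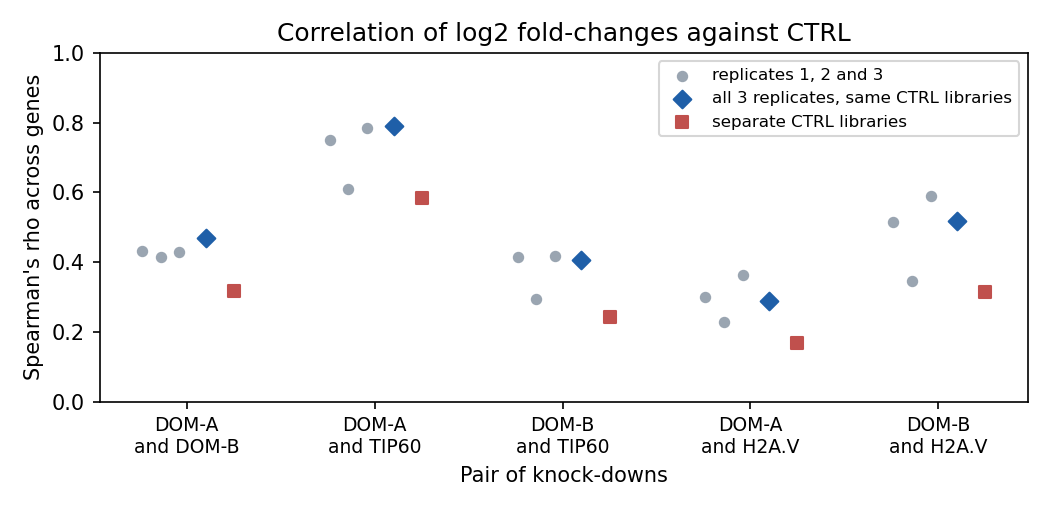
Spearman's rho across 11424 genes between the log2 fold-changes against CTRL of pairs of knock-downs, for each of the 3 replicates (grey), for all replicates with the same CTRL libraries (diamonds) and with separate CTRL libraries (squares). The pair DOM-A and TIP60 has the highest value under each way of computing it, and all values are lower with separate CTRL libraries.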

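Of the 579 genes called after DOM-B RNAi with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 260 were also called after H2A.V RNAi, which is 44.9% of the genes of DOM-B RNAi and 17.9% of those of H2A.V RNAi. By chance, 73.8 shared genes would be found, so that the overlap was 3.52-fold larger. All 260 genes changed in the same direction, 79 higher and 181 lower. Both groups were compared with the same CTRL libraries, which the number expected by chance does not take into account. At an adjusted p-value threshold of 0.05, 645 genes were shared. The replicate block pairs samples whose deviations correlate (0.389 for DOM-B and 0.455 for H2A.V with CTRL). Without it, 100 genes were shared, the largest shift as a ratio among the alternatives other than leaving out a library. In the fits that each left out one CTRL, DOM-B or H2A.V library, between 73 and 252 genes were shared.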

Many effects of DOM-B depletion may be explained by its H2A.V deposition function, but the ATPase also affects transcription through different routes.

In summary, we found that the depletion of the two DOM isoforms in cells caused specific transcriptional perturbations. The partially overlapping responses upon DOM-B and H2A.V depletions motivated a more in-depth analysis of the relationship between DOM-B and H2A.V levels in the genome.

### The DOM-B complex is the main ATP-dependent remodeler for H2A.V

Both SWR1-type ATPases, DOM-A and DOM-B may contribute to H2A.V incorporation and turnover. We explored global changes in H2A.V levels upon isoform-specific RNAi in nuclear extracts containing chromatin and soluble nuclear proteins. We found a strong H2A.V reduction upon DOM-B depletion (Figure 3A, Figure 3—figure supplement 1A), while H2A.V mRNA level was unchanged (Figure 3—figure supplement 1B). 

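The counts of His2Av (chromosome 3R of BDGP6, plus strand, 26866929 to 26869220) were 11260 ± 941 (SD, n = 3) in CTRL and 9586 ± 1440 (SD, n = 3) after DOM-B RNAi, normalized to D. virilis. The log2 fold-change was −0.25 (standard error 0.482, adjusted p-value 0.782 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with −0.36, −0.12 and −0.24 in replicates 1, 2 and 3. After DOM-A RNAi the count was 7297 ± 137 (SD, n = 3), a log2 fold-change of −0.61 (standard error 0.483, adjusted p-value 0.369 from edgeR's test), and after TIP60 RNAi it was 7346 ± 639 (SD, n = 3), a log2 fold-change of −0.58 (standard error 0.483, adjusted p-value 0.423 from edgeR's test). All 3 replicates were lower, at −0.60, −0.76 and −0.51 after DOM-A RNAi and −0.56, −0.88 and −0.41 after TIP60 RNAi. The fit of all 15 libraries includes the H2A.V RNAi libraries, where the count of His2Av was 808 ± 972 (SD, n = 3). Their spread enters the standard errors of all comparisons in this fit. With only the 2 groups compared in the fit, the adjusted p-value was 0.00248 for DOM-A RNAi and 0.00169 for TIP60 RNAi from edgeR's test, at log2 fold-changes of −0.62 for both. Over all alternatives, the adjusted p-values from edgeR's and DESeq2's tests reached up to 0.459 for DOM-A RNAi and 0.485 for TIP60 RNAi. With a library left out, those from edgeR's test reached up to 0.674 and 0.769. For DOM-B RNAi the alternatives gave log2 fold-changes between −0.31 and −0.10 and adjusted p-values between 0.112 and 0.918 from edgeR's and DESeq2's tests. Without the replicate block, the log2 fold-change was −0.23 for DOM-B RNAi (adjusted p-value 0.842 from edgeR's test), −0.63 for DOM-A RNAi and −0.62 for TIP60 RNAi, with same-numbered samples paired as for the genes called (correlation of 0.389 for DOM-B and CTRL). With each CTRL or DOM-B library left out in turn, the log2 fold-change for DOM-B RNAi stayed between −0.45 and −0.10.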

Among the interactors found in our mass-spectrometry analysis, only RNAi against the DOM-B.C-specific subunit ARP6 reduced H2A.V levels to a similar extent (Figure 3—figure supplement 1C,D). H2A.V was not affected by the knock-down of DOM-A, TIP60 or other DOM-A.C-specific subunits (Figure 3A, Figure 3—figure supplement 1A,C,D).

**Figure 3.**
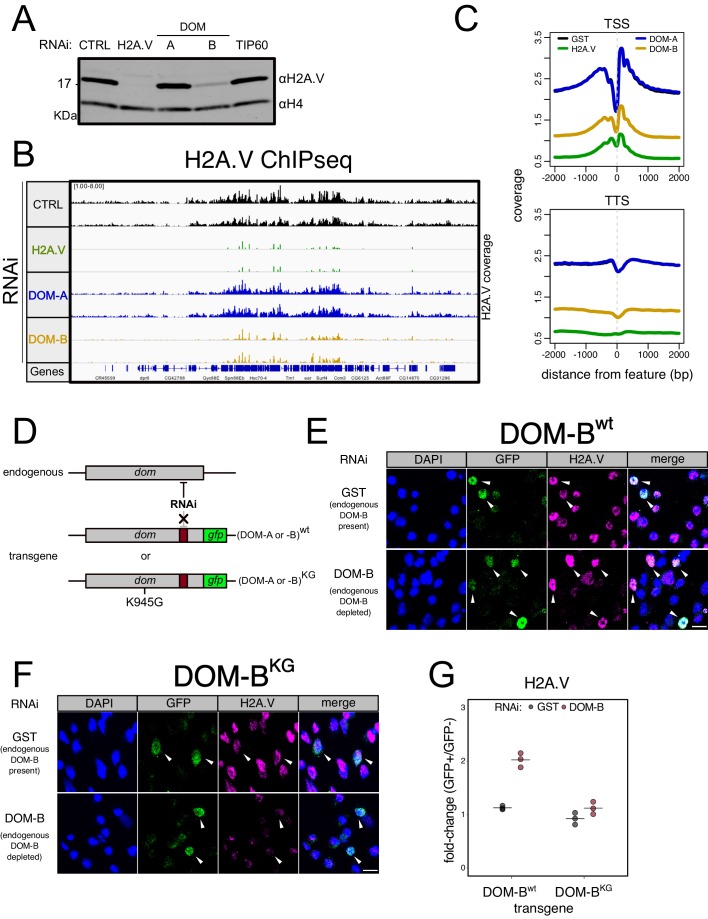
DOM-B is responsible for H2A.V incorporation into chromatin in an ATP-dependent manner. (**A**) Western blot showing the expression of H2A.V in nuclear extracts derived from Kc167 cells treated with dsRNA against GST (CTRL), H2A.V, DOM-A (A), DOM-B (B) and TIP60. Histone H4 (H4): loading control. (**B**) Screenshot of genome browser illustrating a region on Chromosome 3R. Each track shows the spike-in and input normalized H2A.V ChIPseq signal derived from Kc167 cells treated with dsRNA as in (**A**). Two biological replicates are shown. (**C**) Composite plot showing spike-in and input normalized H2A.V coverage around Transcription Start Sites (TSS) and Transcription Termination Sites (TSS) (N = 10139). Each represent the average coverage (n = 2 biological replicates) of H2A.V in Kc167 cells treated with dsRNA as described in (**A**). (**D**) Schematic representation of the experimental setup to test the requirement for ATPase activity of DOM (A or B) for functionality. A transgene encoding a GFP-tagged wild type or mutant (K945G) DOM is codon-optimized to be resistant to specific dsRNA targeting. The transgene is transfected into Kc167 cells while the endogenous DOM (A or B) are depleted by RNAi. (**E**) Representative immunofluorescence pictures for the DOM-B complementation assay. Cells were treated either with control (GST) dsRNA (endogenous DOM-B present) or with a dsRNA targeting only the endogenous DOM-B (endogenous DOM-B depleted). Cells were transfected with a wild-type transgene encoding RNAi-resistant DOM-B. Cells were stained with DAPI and with GFP and H2A.V antibodies. Arrows indicate the cells where the transgene is expressed and nuclear. Scale bar: 10 μm **F** Same as (**E**) but cells were transfected with a mutant DOM-B (K945G) (**G**) Dot plot showing the quantification of the immunofluorescence-based complementation assay. Each dot represents the fold-change of mean H2A.V signal between GFP-positive (in which the transgene is expressed) and GFP-negative cells in one biological replicate (>100 total cells/replicate). Cells were treated with dsRNAs as in (**E**) Wild-type or mutant DOM-B transgenes are compared.

**Figure 3—figure supplement 1.**
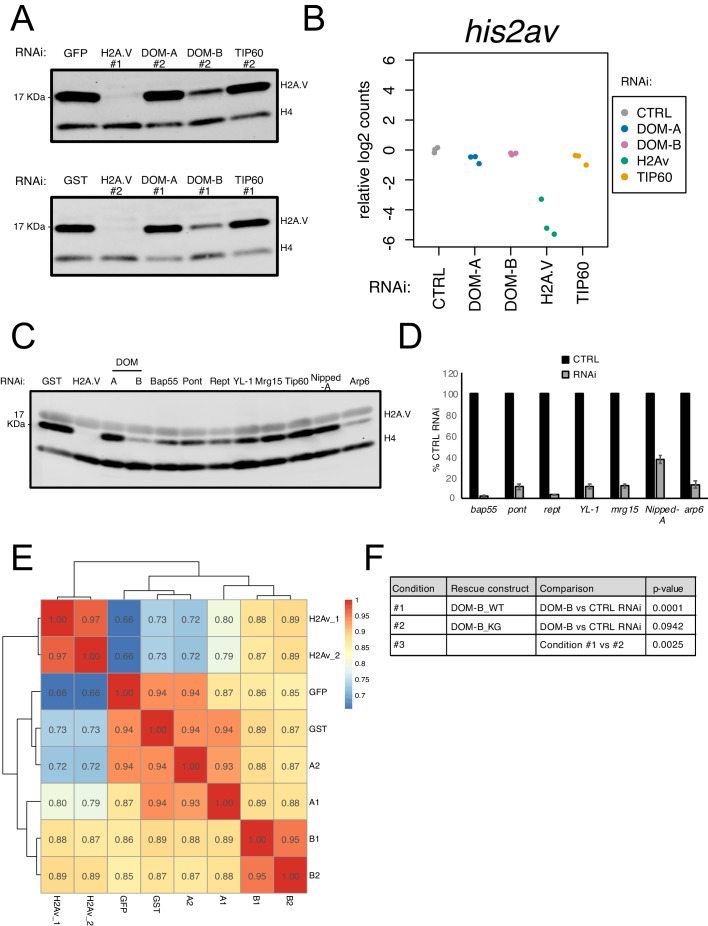
DOM-B is responsible for H2A.V incorporation into chromatin in an ATP-dependent manner. (**A**) Replicate western blot showing the expression of H2A.V in nuclear fractions derived from cells treated with dsRNA against GST/GFP, H2A.V, DOM-A, DOM-B and TIP60. Numbers indicate the dsRNA construct used (#1 or #2). Histone H4 (H4): loading control. (B) Plot showing relative log2-expression of *his2av* mRNA as measured by RNAseq upon knock-down of protein indicated on the x-axis and by color-coding. The values of 3 biological replicates are shown in the plot. (**C**) Western blot showing the expression of H2A.V in nuclear fractions derived from cells treated with dsRNA against some of the DOM interactors identified by mass-spectrometry (common between DOM-A and DOM-B or specific for one or the other isoform). Histone H4 (H4) serves as loading control. (**D**) Barplot showing % mRNA expression (normalized to CTRL RNAi) assessed by RT-qPCR for the DOM subunits targeted by RNAi as in (**B**). Error bars represent SEM (n = 3 biological replicates) **E**. Heatmap showing Spearman’s correlation coefficients between replicates and dsRNA treatments calculated for H2A.V ChIPseq normalized coverage signal around the Transcription Start Site (TSS) (±2000 bp) (N = 10139). Clustering is based on Euclidean distance. Individual biological replicates are shown. (**F**) Table listing calculated p-values (linear regression) for the comparisons depicted in Figure 3G.

While western blots reveal global changes, they are not sufficiently sensitive to detect changes of H2A.V occupancy at specific sites in chromatin. We therefore employed a more sensitive chromatin immunoprecipitation (ChIP-seq) approach, in which we included *D. virilis* spike-in cells to quantify global changes in H2A.V levels. As expected, we scored dramatic effects on H2A.V levels along the entire genome upon depletion of DOM-B, including promoters and transcriptional termination sites (Figure 3B,C, Figure 3—figure supplement 1E). Depletion of DOM-A did not affect chromosomal H2A.V at any of these sites (Figure 3B,C). These observations support the notion that the DOM-B.C, and not the DOM-A.C, is the remodeler dedicated to H2A.V incorporation.

Since SWR1-type remodelers bind and hydrolyze ATP to incorporate H2A.Z variants (Hong et al., 2014; Willhoft et al., 2018), we wanted to confirm the ATP-requirement for in vivo incorporation of H2A.V by DOM-B. We devised an RNAi-based complementation strategy in which we rescued the effects of depleting endogenous *dom-B* mRNA by expression of RNAi-resistant *dom-B* transgenes. The functional complementation involved wild-type DOM-B or a mutant predicted to be deficient in ATP-binding (K945G) (Hong et al., 2014; Mizuguchi et al., 2004; Figure 3D). GFP-tagging of the DOM-B proteins allowed to selectively monitor the H2A.V levels by immunofluorescence microscopy in the cells in which the transgenes are expressed. We detected higher levels of H2A.V in cells complemented with a wild-type DOM-B transgene, indicating the expected rescue (Figure 3E). Conversely, the remodeling-defective mutant transgene did not increase the residual H2A.V levels (Figure 3F). Comparing the mean H2A.V signal between cells that express the transgene (GFP+) and cells that don’t (GFP-), revealed once more that only the wild-type could restore H2A.V levels (Figure 3G, Figure 3—figure supplement 1F). The data suggest that the DOM-B.C is responsible for the incorporation of H2A.V in an ATP-dependent manner.

### The DOM-A complex is related to the yeast NuA4 complex and catalyzes H4K12 acetylation

Despite the presence of an ATPase domain identical to DOM-B, DOM-A does not seem to be responsible for H2A.V incorporation in steady state. Therefore, we considered other functions for DOM-A.C. The striking correlation between transcriptional responses upon TIP60 and DOM-A depletion suggests a unique association with functional relevance. 

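The genes called after DOM-A and after TIP60 RNAi overlapped. Of the 2214 genes of DOM-A RNAi and the 1520 of TIP60 RNAi, 1266 were shared, where 295 would be shared by chance. This is 57.2% of the genes of DOM-A RNAi and 83.3% of those of TIP60 RNAi. All 1266 genes changed in the same direction, with 488 higher and 778 lower. Of the 948 genes called after DOM-A RNAi alone, 99.7% had a log2 fold-change of the same sign after TIP60 RNAi. Both sets of genes come from comparisons with the same CTRL libraries, whose noise can make signs agree without a shared effect. The number expected by chance does not take these shared libraries into account.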

Our mass-spectrometry analysis had identified several proteins that are homologous to corresponding subunits of the yeast NuA4 HAT complex. The core NuA4.C subunit EAF1 is a small protein with prominent N-terminal HSA and C-terminal SANT domains. DOM-A also features similarly arranged domains, but they are separated by the long ATPase domain (Figure 4—figure supplement 1A). This raises the question whether DOM-A might serve as the central subunit of a NuA4-type complex in *Drosophila*. The existence of such a complex with functional and structural similarity to the well-studied yeast complex has not been reported so far. Since NuA4.C is responsible for histone acetylation, we looked at H3 and H4 acetylation changes upon DOM isoform-specific knock-down by targeted mass-spectrometry.

The hypothesis of a *Drosophila* NuA4.C poses the acetyltransferase TIP60 as the main effector of DOM-A.C. This is supported by the earlier finding that TIP60 is unstable in the absence of DOM-A (Figure 2A). We therefore included TIP60 knock-down for our targeted mass-spectrometry. Our analysis showed that RNAi against DOM-A, but not against DOM-B, specifically reduces H4K12ac (average 28.9% reduction) and, to a lesser extent, H4K5ac (average 23.1% reduction) (Figure 4A, Figure 4—figure supplement 1B). Importantly, unsupervised clustering shows that depleting DOM-A or TIP60 lead to very similar changes in histone acetylation patterns: depletion of TIP60 also reduces H4K12ac, by on average 36.3% and H4K5ac by 16.4% (Figure 4A, Figure 4—figure supplement 1B). Interestingly, we detected a decrease in monomethylation and increase of trimethylation at H3K27 by DOM depletion, a bit stronger for DOM-A or TIP60 (Figure 4—figure supplement 1C,D). H4 methylation was unchanged (Figure 4—figure supplement 1E).

**Figure 4.**
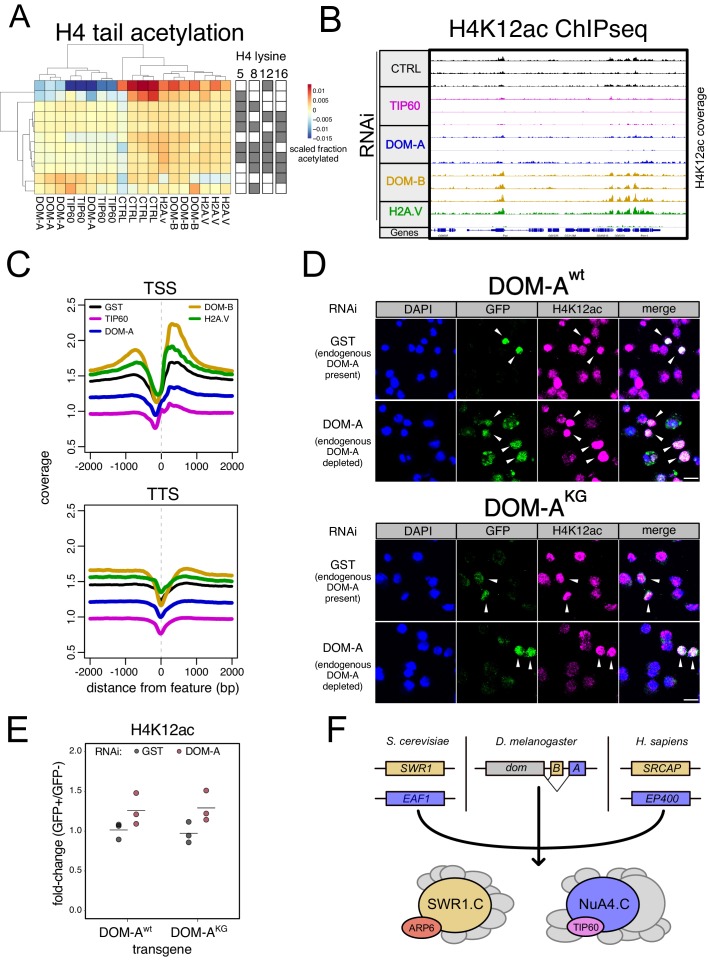
The DOM-A.C acetylates H4K12. (**A**) Heatmap shows scaled acetylation levels for various histone H4 residues (measured by mass-spectrometry) in Kc167 cells treated with dsRNA against GST or GFP (CTRL), H2A.V, DOM-A (A), DOM-B (B) and TIP60. Individual biological replicates are shown. Rows and columns are clustered based on Euclidean distance. (**B**) Screenshot of genome browser illustrating a region on Chromosome 3R. Each track shows spike-in and input normalized H4K12ac ChIPseq signal derived from Kc167 cells treated with dsRNA against GST or GFP (CTRL), TIP60, DOM-A, DOM-B and H2A.V. 3 biological replicates are shown for all RNAi except H2A.V (2 biological replicates). (**C**) Composite plot showing spike-in and input normalized H4K12ac coverage around Transcription Start Sites (TSS) and Transcription Termination Sites (TSS) (N = 10139). Each represent the average coverage (n = 2 biological replicates for H2A.V RNAi, n = 3 biological replicates for all the other knock-down) of H4K12ac in Kc167 cells treated with dsRNA as described in (**A**). (**D**) Representative immunofluorescence pictures for the DOM-A complementation assay. Cells were treated either with control (GST) dsRNA (endogenous DOM-A present) or with a dsRNA targeting the endogenous DOM-A (endogenous DOM-A depleted). In the top panel, cells were transfected with a wild-type transgene encoding for DOM-A. In the bottom panel, cells were transfected with a mutant (K945G) DOM-A transgene. Cells were stained with DAPI, and with GFP and H4K12ac antibodies. Arrows indicate the cells where the transgene is expressed and nuclear. Scale bar: 10 µm (**E**) Dot plot showing the quantification of the immunofluorescence-based complementation assay. Each dot represents the fold-change of mean H4K12ac signal between GFP-positive (in which the transgene is expressed) and GFP-negative cells in one biological replicate (>100 total cells/replicate). Cells were treated with dsRNAs as in (**E**) Wild-type or mutant DOM-A transgenes are compared. (**F**) Model for SWR1.C and NuA4.C specification in *S. cerevisiae*, *D. melanogaster* and *H. sapiens*.

**Figure 4—figure supplement 1.**
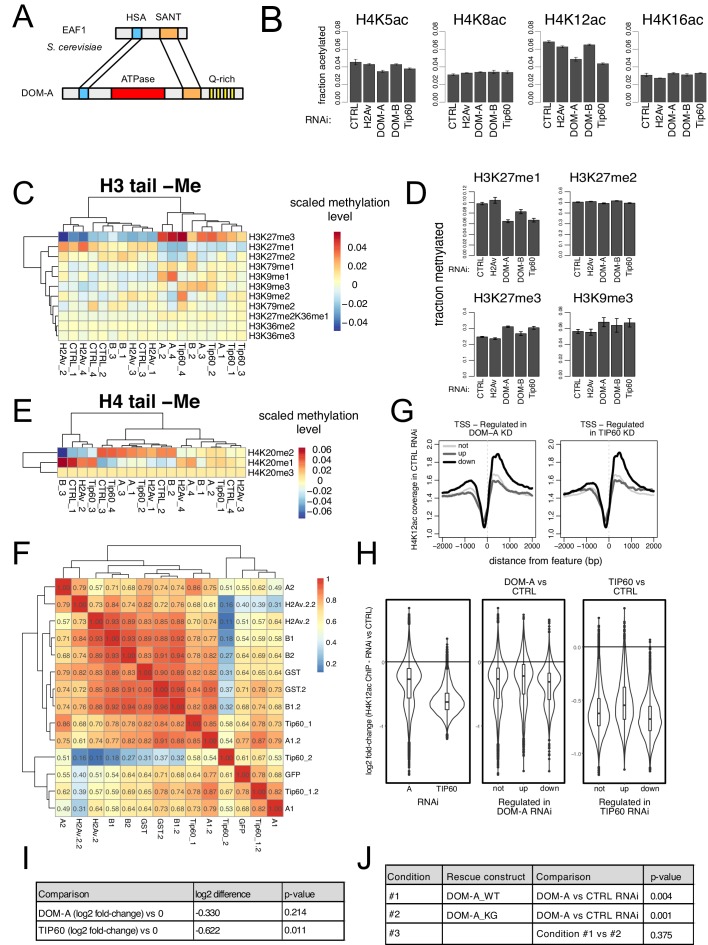
The DOM-A.C acetylates H4K12. (**A**) Schematic comparison of S. cerevisiae EAF1 and *D. melanogaster* DOM-A. Conserved domain structure is highlighted, (**B**) Barplot showing the average fraction of acetylated peptide (over non-acetylated) (n = 3 for B, n = 4 for all the others) for 4 residues in histone H4 tail (K5, K8, K12, K16) upon knock-down of the proteins indicated on the x-axis. Error bars represent SEM. (**C**) Heatmap shows scaled methylation levels for various histone H3 residues (measured by mass-spectrometry) in cells treated with dsRNA against GST or GFP (CTRL), H2A.V, DOM-A (A), DOM-B (B) and TIP60. Individual biological replicates are shown. Rows and columns are clustered based on Euclidean distance. (**D**) Barplot showing the average fraction of methylated peptide (over non-methylated) (n = 3 for B, n = 4 for all the others) for H3K27 upon knock-down of the proteins indicated on the x-axis. Error bars represent SEM. (**E**) Same as (**C**) but showing scaled methylation levels for histone H4K20 residue (**F**) Heatmap showing spearman’s correlation coefficients between replicates and dsRNA treatments calculated for H4K12ac ChIPseq normalized coverage signal around the Transcription Start Site (TSS) (±2000 bp) (N = 10139). Clustering is based on Euclidean distance. Individual biological replicates are shown. (**G**) Composite plot showing spike-in and input normalized H4K12ac coverage around Transcription Start Sites (TSS) for genes not-regulated (not), up-regulated (up), downregulated (down) in the knock-down of DOM-A (left panel) or TIP60 (right panel) (N provided in Figure 2—figure supplement 1; Figure 2—figure supplement 1B). Each line represents the average coverage (n = 3 biological replicates) of H4K12ac in Kc167 cells treated with dsRNA against GST/GFP. (**H**) Violin-boxplot showing log2 fold-change in H4K12ac signal (averaged across a 4000 bp window around the TSS) between DOM-A or TIP60 and control RNAi. log2 fold-changes were calculated for the following pairs (A1 or Tip60_1 vs GST; A1.2 or Tip60_1.2 vs GST.2; A2 or Tip60_2 vs GFP). In the left panel, all genes measured by RNAseq are considered (N = 10139). In the central and right panels, genes are divided in not-, up- and down-regulated classes as in (**G**). (**I**) Table listing calculated p-values (one-sample t-test, two sided) for the differences shown in the left panel of (**H**). n = 3 biological replicates are considered. Each replicate is a single value representing the median of log2 fold-change [calculated as in **H**] across all genes analyzed. (**J**) Table listing calculated p-values (linear regression) for the comparisons depicted in Figure 4E.

The H4K12 seems to be the most prominent chromatin target of the DOM-A/TIP60 complex. We sought to confirm the mass spectrometric result by an orthogonal ChIP-seq experiment. We found the H4K12ac signal reduced in many regions of the genome, including promoters and transcriptional termination sites, upon TIP60 RNAi and to a lesser extent upon DOM-A RNAi (Figure 4B,C, Figure 4—figure supplement 1F,H,I), but the results suffer from variability, probably due to a low ChIP efficiency of the H4K12ac antibody (Figure 4—figure supplement 1F). Comparison between H4K12ac and transcription showed that genes downregulated in DOM-A or TIP60 knock-down tend to have higher basal levels of H4K12ac at promoters (Figure 4—figure supplement 1G). The reduction of H4K12ac by DOM-A or TIP60 knock-down, however, is global and does not affect some genes specifically (Figure 4—figure supplement 1H). Remarkably, depletion of DOM-B caused an unexpected increase in H4K12 acetylation at many chromosomal regions that lose the mark upon DOM-A ablation (Figure 4B,C). Depletion of H2A.V also causes a small H4K12ac increase similarly to DOM-B knock-down, as if the absence of this remodeler and/or its substrate allowed more DOM-A activity at promoters.

The yeast NuA4.C does not contain a functional ATPase at its core. To explore whether the acetylation of H4K12 catalyzed by the DOM-A.C depends on ATP-dependent nucleosome remodeling activity, we employed the same RNAi-based complementation strategy we had used for DOM-B (Figure 3D). DOM-A was depleted and RNAi-resistant DOM-A wild-type or ATPase mutant derivatives were tested for their ability to rescue the loss of H4K12ac. As expected, the wild-type DOM-A transgene restored H4K12 acetylation (Figure 4D). Remarkably, this acetylation did not depend on a functional DOM-A ATPase. Comparison of the mean H4K12ac signals in cells that do or do not express the transgene confirmed that both, the wild-type and the mutant transgenes, could restore H4K12ac levels (Figure 4E, Figure 4—figure supplement 1J).

## Discussion

Our mass-spectrometry analysis of endogenously expressed DOM isoforms purified under stringent conditions revealed two separate complexes. A DOM.C was previously reported after overexpression and affinity-purification of tagged PONTIN (Kusch et al., 2004), which yielded a mixture of DOM-A and DOM-B complexes and may be contaminated with the dINO80 complex, which also contains PONTIN (Klymenko et al., 2006). In light of our results, we think the model for H2A.V exchange during DNA damage response proposed in this early work (Kusch et al., 2004) should be re-visited accounting for the contribution of both DOM-A.C, DOM-B.C and possibly dINO80.C. It will be interesting to define the role of each complex on the recognition and restoration of damaged chromatin, especially at the level of H2A.V remodeling and acetylation-based signaling.

We previously showed that DOM-B, and not DOM-A or TIP60, affects H2A.V levels during fly oogenesis (Börner and Becker, 2016). In addition to confirming this finding in a different system and with complementary experimental approaches, we now also showed that the DOM-B.C is responsible for H2A.V incorporation into chromatin. The reaction requires ATP, like SWR1.C-mediated H2A.Z incorporation. We also discovered a previously unidentified subunit, ARP6, which is necessary for the maintenance of H2A.V global levels, just like DOM-B. In yeast SWR1.C and human SRCAP.C, the ARP6 orthologs are indispensable for nucleosome remodeling since they couple the ATPase motor to productive nucleosome sliding (Matsuda et al., 2010; Willhoft et al., 2018; Willhoft and Wigley, 2020; Wu et al., 2005). The *Drosophila* DOM-B.C is likely to employ a similar remodeling mechanism. Knock-down of DOM-B affects transcription, but the effects overlap only partially with those that follow H2A.V depletion. This discrepancy could be explained in several ways. 

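Of the 319 genes called after DOM-B RNAi and not after H2A.V RNAi, 86.2% had a log2 fold-change of the same sign in both knock-downs. Both log2 fold-changes were taken against the same CTRL libraries, whose noise can make signs agree without a shared effect. The genes of DOM-B RNAi were also shared with TIP60 RNAi, at 217 genes, where 77 would be shared by chance, with 200 changed in the same direction and 17 in opposite directions.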

First, the reduction of H2A.V levels upon DOM-B knock-down is not as extensive as the one caused by direct depletion of H2A.V. The residual levels of H2A.V upon DOM-B depletion may suffice to regulate transcription at many promoters. Second, we cannot exclude that DOM-B.C also impacts transcription independently of H2A.V incorporation. Third, the global increase of H4K12ac at promoters upon DOM-B knock-down might indirectly compensate for the loss of H2A.V at some specific genes.

The DOM-A.C, surprisingly, did not affect H2A.V incorporation under physiological conditions in any of our assays, in agreement with what has been observed for the DOM-A isoform during oogenesis (Börner and Becker, 2016). DOM-A.C lacks the ARP6 subunit that is a mechanistic requirement for nucleosome remodeling by INO80-type remodelers (Willhoft and Wigley, 2020). Because the ATPase domain of DOM-A is identical to the one in DOM-B, it is possible that DOM-A utilizes ATP under circumstances that we did not monitor in our study. It is also possible that DOM-A.C-specific subunits have an inhibitory effect on DOM-A ATPase activity through allosteric regulation. Of note, the recombinant human ortholog of DOM-A, EP400, can incorporate H2A.Z (Park et al., 2010), but H2A.Z levels are unaffected if EP400 is depleted in vivo, where it resides in a multi-subunit complex (Pradhan et al., 2016). Regulation of nucleosome remodeling through autoinhibitory domains or associated subunits is a widespread mechanism (Clapier et al., 2017).

Our data suggest that the DOM-A.C is the functional equivalent of the yeast NuA4.C, which acetylates the H4 N-terminus (Kuo et al., 2015) and possibly other proteins. Depletion of DOM-A.C causes a significant reduction of H4K12ac at a global level. Some genomic regions that still retain a high H4K12ac ChIP signal in the absence of DOM-A may be explained by the presence of additional acetyltransferases targeting H4K12, such as CHAMEAU (Feller et al., 2015; Peleg et al., 2016). The function of H4K12ac is still largely unknown in *Drosophila*, although it has been implicated in aging (Peleg et al., 2016). We speculate that H4K12ac may participate in transcriptional regulation since knock-down of DOM-A or TIP60 perturb the transcriptional program in a very similar manner. Genes down-regulated upon DOM-A and TIP60 RNAi show high H4K12ac around their TSS, but the H4K12ac is not specifically reduced at their promoters. We speculate that these genes might rely more on H4K12ac for their expression or be more sensitive to changes in acetylation. Given that H4K12ac is the most abundant H4 acetylation (Feller et al., 2015; Peleg et al., 2016), we also cannot exclude that some of these effects are due to global and aberrant chromosomal condensation. The increase in H4K12ac at promoter observed upon DOM-B RNAi appears to be partially phenocopied by the knock-down of H2A.V. It is possible that H2A-containing nucleosomes are a better substrate for the DOM-A.C compared to the ones containing only H2A.V. The loss of the variant might therefore result in higher H4K12ac catalyzed by TIP60.

In the absence of DOM-A, TIP60 is unstable suggesting that the DOM-A.C is the major form of TIP60, at least in *D. melanogaster* cells. It also suggests that during evolution a HAT module and some components of the SWR1.C became stably associated in a new functional complex, the dNuA4.C, as it has been proposed for the human EP400 complex (Auger et al., 2008). An intermediate case is found in *C. albicans*, where acetylation of EAF1 by TIP60 mediates a reversible association between the NuA4.C and SWR1.C (Wang et al., 2018b). We found that the DOM-A.C H4K12 HAT activity does not need the DOM-A ATPase activity. In yeast, inserting the ATPase domain of the *Drosophila* DOM between the HSA and SANT domains of EAF1, the central subunit of the yeast NuA4, does not affect its function (Auger et al., 2008). Such a situation could also apply to DOM-A. Lastly, our mass-spectrometry analysis revealed new, uncharacterized interactors for DOM-A. Of those, the transcription factor CG12054 has been found as a potential DOM partner in a previous screen (Rhee et al., 2014). Its human ortholog, JAZF1, appears to be involved in transcriptional repression (Nakajima et al., 2004) and has been associated to endometrial stromal tumors (Koontz et al., 2001). Its function in flies is unknown.

Division of labor between chromatin modifying enzymes is key to ensure efficient regulation of nuclear processes. During evolution, genome duplications and genetic divergence expand and diversify activities. The case of DOM illustrates beautifully how evolution can take different routes to achieve what must be assumed as an important functional specification (Figure 4F, Supplementary file 3). In yeast, the SWR1 and NuA4 complexes are entirely separate entities. In humans, whose genomes underwent duplication events, the paralogous SRCAP and EP400 protein ATPases each organize different complexes that may serve distinct, conserved functions. In *Drosophila* a similar specialization was achieved by alternative splicing. Surprisingly, the gene orthologs of *dom* in honeybee (*A. mellifera*, LOC413341), jewel wasp (*N. vitripennis,* LOC100115939), Jerdon’s jumpin ant (*H. saltator*, LOC105183375), red flour beetle (*T. castaneum*, LOC656538) and even in the common house spider (*P. tepidariorum*, LOC107448208) undergo alternative splicing to generate at least two isoforms with different C-termini. The mode of specification of SWR1 and NuA4 through splice variants might therefore not be limited to *Drosophila,* but more wide-spread throughout the Arthropoda phylum.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (*D. melanogaster*)	Kc167	DGRC	FLYB;FBtc0000001	
Cell line (*D. melanogaster*)	S2 (Clone L2-4)	Villa et al., 2016		Gift from P Heun lab
Cell line (*D. virilis*)	79f7Dv3	Albig et al., 2019		Gift from BV Adrianov
Antibody	DOM-A (17F4) (rat monoclonal)	Börner and Becker, 2016 and this publication		1:5 (WB)
Antibody	DOM-A (SA-8977) (rabbit polyclonal)	This publication		1:1000 (WB)
Antibody	DOM-B (SA-8979) (rabbit polyclonal)	This publication		1:1000 (WB)
Antibody	TIP60 (11B10) (rat monoclonal)	This publication		1:20 (WB)
Antibody	H2A.V (Rb-H2Av) (rabbit polyclonal)	Börner and Becker, 2016		1:1000 (WB) 1:2500 (IF) 25 μl/IP (ChIP)
Antibody	H4 (rabbit polyclonal)	abcam	ab10158	1:5000 (WB)
Antibody	H4K12ac (rabbit polyclonal)	Merck-Millipore	07–595	1:2500 (IF) 2 μl/IP (ChIP)
Antibody	FLAG-m2 (mouse monoclonal)	Sigma-Aldrich	F3165	1:1000 (WB)
Antibody	GFP (mouse monoclonal)	Roche	11814460001	1:500 (IF)
Antibody	Lamin (mouse monoclonal)	Gift from H Saumweber		1:1000 (WB)
Recombinant DNA reagent	pENTR3C (plasmid)	Thermo Fischer Scientific	A10464	
Recombinant DNA reagent	pHWG (plasmid)	DGRC		Kind gift from P Korber

Plasmids, primers, cell lines and antibodies from this study are available upon request from Peter B Becker ().

### Cell lines and culture conditions

*D. melanogaster* embryonic Kc167 cell line was obtained from the *Drosophila *Genomic Resource Center (https://dgrc.bio.indiana.edu/Home). *D. melanogaster* S2 (subclone L2-4) cell line was a kind gift of P Heun (Villa et al., 2016). *D. virilis* 79f7Dv3 cell line was a kind gift of BV Adrianov (Albig et al., 2019). The identity of cell lines was verified by high-throughput sequencing. Cells were subjected to mycoplasma testing. Cells were maintained at 26°C in Schneider’s *Drosophila* Medium (Thermo-Fischer, Cat. No 21720024) supplemented with 10% FBS (Kc167 and S2) or 5% FBS (79f7Dv3) and 1% Penicillin-Streptomycin solution (Sigma-Aldrich, Cat No P-4333).

### CRISPR/Cas9 tagging

gRNAs targeting exon 14 (DOM-A and DOM-G, Flybase transcripts *dom-RA* and *dom-RG*) or exon 11 (DOM-B, Flybase transcript *dom-RE*) were initially designed using GPP sgRNA designer (https://portals.broadinstitute.org/gpp/public/analysis-tools/sgrna-design; Doench et al., 2016). gRNA candidates were checked for off-targets using flyCRISPR Target Finder (https://flycrispr.org/target-finder/, guide length = 20, Stringency = high, PAM = NGG only) (Gratz et al., 2014). Two gRNAs each for DOM-A and DOM-B were selected (Supplementary file 4). The 20 bp gRNAs were fused to a tracrRNA backbone during synthesis and cloned downstream of the *Drosophila* U6 promoter. These constructs were synthesized as gBlocks (Integrated DNA Technologies) and PCR-amplified before transfection using Q5 polymerase (New England Biolabs, Cat No. M0491S). To generate the repair template, the sequence encoding for 3XFLAG tag, including a stop codon, was inserted between two homology arms of 200 bp each by gene synthesis (Integrated DNA Technologies) (Supplementary file 4). The repair templates were cloned in pUC19 to generate repair plasmids. For CRISPR editing, one million S2 cells (subclone L2-4) in 500 µL medium were seeded in each well of a 24-well plate. After 4 hr, cells were transfected with 110 ng of gRNAs (55 ng each), 200 ng of repair plasmid and 190 ng of pIB_Cas9_Blast (encoding SpCas9 and carrying Blasticidin resistance, kind gift of P Heun) using X-tremeGENE HP DNA Transfection Reagent (Roche, Cat. No 6366236001). 24 hr after transfection, medium was replaced with 500 µL of fresh medium containing 25 µg/ml Blasticidin (Gibco, Cat. No A1113903). Three days after selection the cells were collected and seeded into 6 cm tissue culture dishes at three different concentrations (1000, 2000 and 5000 cells/well) and allowed to attach for 1–2 hr. Medium was then removed and cells carefully overlaid with 2.5 mL of a 1:1 mix of 2X Schneider’s Medium (prepared from powder, Serva, Cat. No 35500) + 20% FBS + 2% Penicillin-Streptomycin and 0.4% low-melting agarose equilibrated to 37°C. The dishes were sealed with parafilm, inserted into 15 cm dishes together with a piece of damp paper and sealed once more with parafilm. After 2 to 3 weeks, individual cell colonies were picked using a pipet, suspended in 100 µL of Schneider’s *Drosophila* Medium + 10% FBS + 1% Penicillin-Streptomycin and plated into 96-well plates. Clones were expanded for 1–2 weeks and further expanded into 48-well plates. For PCR-testing of clones, 50 µL of cells were collected, 50 µL water was added and DNA was purified using Nucleospin Gel and PCR Cleanup (Macherey-Nagel, Cat. No 740609.250). Extracted DNA was PCR-amplified to check the insertion of the 3XFLAG tag. The PCR product of DOM-A clone #2 results larger due to the presence of an insertion 29 bp downstream of the stop codon (Figure 1—figure supplement 1B).

Selected clones were further expanded and stored in liquid nitrogen in 90% FBS + 10% DMSO.

### Nuclear extraction and FLAG affinity enrichment

For nuclear extraction from 3XFLAG-tagged cells lines, 0.5–1 billion cells were collected by centrifugation at 500 g for 5 min. Cells were washed with 10 ml of PBS, resuspended in 10 ml of ice-cold NBT-10 buffer [15 mM HEPES pH 7.5, 15 mM NaCl, 60 mM KCl, 0.5 mM EGTA pH 8, 10% Sucrose, 0.15% Triton-X-100, 1 mM PMSF, 0.1 mM DTT, 1X cOmplete EDTA-free Protease Inhibitor (Roche, Cat. No 5056489001)] and rotated for 10 min at 4°C. Lysed cells were gently overlaid on 20 ml of ice-cold NB-1.2 buffer (15 mM HEPES pH 7.5, 15 mM NaCl, 60 mM KCl, 0.5 mM EGTA pH 8, 1.2 M Sucrose, 1 mM PMSF, 0.1 mM DTT, 1X cOmplete EDTA-free Protease Inhibitor) and spun at 4000 g for 15 min. Pelleted nuclei were washed once with 10 ml of ice-cold NB-10 buffer (15 mM HEPES pH 7.5, 15 mM NaCl, 60 mM KCl, 0.5 mM EGTA pH 8, 10% Sucrose, 1 mM PMSF, 0.1 mM DTT, 1X cOmplete EDTA-free Protease Inhibitor) and resuspended in ice-cold Protein-RIPA buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 0.5% IGEPAL CA-630, 0.5% Na-Deoxycholate, 0.1% SDS, 1 mM PMSF, 0.1 mM DTT, 1X cOmplete EDTA-free Protease Inhibitor). Nuclei were sonicated in 15 mL Falcons tubes using Diagenode Bioruptor (20 cycles, 30 s ON/30 s OFF). Extract was spun at 16000 g for 15 min at 4°C in a table-top centrifuge. Soluble extract was collected and total protein concentration determined using Protein Assay Dye Reagent Concentrate (BIO-RAD, Cat No 5000006) with BSA as standard. 2 mg aliquots were flash-frozen. For FLAG-immunoprecipitation, 2 mg of nuclear protein were thawed, spun at 160,000 g for 15 min at 4°C to remove aggregates. Extracts were diluted 1:1 with Benzonase dilution buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 4 mM MgCl_2_, 0.5% NP-40, 1 mM PMSF, 0.1 mM DTT, 1X cOmplete EDTA-free Protease Inhibitor). 60 µL (50% slurry) of Protein-RIPA-equilibrated FLAG-m2 beads (Sigma-Aldrich, Cat. No A2220) were added together with 1 µL of Benzonase (Merck-Millipore, Cat. No 1.01654.0001). After 3 hr of incubation at 4°C on a rotating wheel, the beads were washed 3 times with ice-cold Protein-RIPA buffer and thrice with ice-cold TBS (5 mM Tris-HCl pH 7.5, 150 mM NaCl) (5 min rotation each, 4°C). For western blots, beads were then resuspended in 50 µL of 5X Laemmli Sample buffer (250 mM Tris-HCl pH 6.8, 10% w/v SDS, 50% v/v glycerol, 0.1% w/v bromophenol blue, 10% β-mercaptoethanol) and boiled for 5 min at 95°C. For mass-spectrometry, beads were incubated with 50 µL of elution buffer (2 M urea, 50 mM Tris-HCl, pH 7.5, 2 mM DTT and 10 µg ml^–1^ trypsin) for 30 min at 37°C. The eluate was removed and beads were incubated in 50 µL of alkylation buffer (2 M urea, 50 mM Tris-HCl, pH 7.5 and 10 mM chloroacetamide) at 37°C for 5 min. Combined eluates were further incubated overnight at room temperature. Tryptic-peptide mixtures were acidified with 1% Trifluoroacetic acid (TFA) and desalted with Stage Tips containing three layers of SDB-RPS (Polystyrene-divinylbenzene copolymer partially modified with sulfonic acid) material. To this end, samples were mixed 1:1 with 1% TFA in isopropanol and loaded onto the stagetip. After two washes with 100 µL 1%TFA in Isopropanol and two washes with 100 µl 0.2%TFA in water, samples were eluted with 80 µl of 2% (v/v) ammonium hydroxide, 80% (v/v) acetonitrile (ACN) and dried on a centrifugal evaporator. Samples were dissolved in 10 µL Buffer A* (2% ACN/0.1% TFA) for mass spectrometry. Peptides were separated on 50‐cm columns packed in house with ReproSil‐Pur C18‐AQ 1.9 μm resin (Dr Maisch). Liquid chromatography was performed on an EASY‐nLC 1200 ultra‐high‐pressure system coupled through a nanoelectrospray source to a Q-Exactive HF-X mass spectrometer (Thermo Fisher). Peptides were loaded in buffer A (0.1% formic acid) and separated by application of a non-linear gradient of 5–30% buffer B (0.1% formic acid, 80% ACN) at a flow rate of 300 nl min^–1^ over 70 min. Data acquisition switched between a full scan and 10 data‐dependent MS/MS scans. Full scans were acquired with target values of 3 × 10^6^ charges in the 300–1,650 *m*/*z* range. The resolution for full-scan MS spectra was set to 60,000 with a maximum injection time of 20 ms. The 10 most abundant ions were sequentially isolated with an ion target value of 1 × 10^5^ and an isolation window of 1.4 *m*/*z*. Fragmentation of precursor ions was performed by higher energy C-trap dissociation with a normalized collision energy of 27 eV. Resolution for HCD spectra was set to 15,000 with a maximum ion-injection time of 60 ms. Multiple sequencing of peptides was minimized by excluding the selected peptide candidates for 30 s. In total, 3 technical replicates (parallel immunoprecipitations) for each of the 3 biological replicates (1 clone = 1 replicate, extract prepared on different days) were analyzed. Raw mass spectrometry data were analyzed with MaxQuant (version 1.5.6.7) (Cox and Mann, 2008) and Perseus (version 1.5.4.2) software packages. Peak lists were searched against the *Drosophila melanogaster* UniProt FASTA database combined with 262 common contaminants by the integrated Andromeda search engine (Cox et al., 2011). The false discovery rate (FDR) was set to 1% for both peptides (minimum length of 7 amino acids) and proteins. ‘Match between runs’ (MBR) with a maximum time difference of 0.7 min was enabled. Relative protein amounts were determined with the MaxLFQ algorithm (Cox et al., 2014), with a minimum ratio count of two. Missing values were imputed from a normal distribution, by applying a width of 0.2 and a downshift of 1.8 standard deviations. Imputed LFQ values of the technical replicates for each biological replicate were averaged. Differential enrichment analysis was performed in R using the *limma* package as previously described (Kammers et al., 2015; Ritchie et al., 2015). Adjusted p-values (FDR) were calculated using the *p.adjust* function (*method = ‘fdr’)* (Source code 1).

### RNAi

Primers for dsRNA templates were either obtained from the TRiP website (https://fgr.hms.harvard.edu/fly-in-vivo-rnai), designed using SnapDragon (https://www.flyrnai.org/snapdragon) or designed using E-RNAi (https://www.dkfz.de/signaling/e-rnai3/) (Horn and Boutros, 2010; Perkins et al., 2015), except one primer pair for *Tip60* RNAi which was obtained from Kusch et al. (2004) (Supplementary file 4). Templates for in vitro transcription were generated by PCR-amplification using Q5 Polymerase (New England Biolabs, Cat No. M0491S). dsRNAs were generated by in vitro transcription using MEGAScript T7 kit (Invitrogen, Cat. No AMB 13345), followed by incubation at 85°C for 5 min and slow cool-down to room temperature. *D. melanogaster* Kc167 cell were collected by spinning at 500 g for 5 min. Cells were washed once with PBS and resuspended in Schneider’s *Drosophila *Medium without serum and Penicillin-Streptomycin at a concentration of 1.5 million/ml (for RNAi in 12-well and 6-well plates) or 3 million/ml (for RNAi in T-75 flasks). 0.75 million (12-well), 1.5 million (6-well) or 15 million (T-75 flasks) cells were plated and 5 µg (12-well), 10 ug (6-well) or 50 µg (T-75 flasks) of dsRNA was added. Cells were incubated for 1 hr with gentle rocking and 3 volumes of Schneider’s *Drosophila *Medium (supplemented with 10% FBS and 1% Penicillin-Streptomycin solution) was added. After 6 days cells were collected and analyzed.

### RNAseq

Two million of Kc167 cells were pelleted at 500 g for 5 min. Cells were resuspended in 1 mL of PBS and 1 million of *D. virilis* 79f7Dv3 cells were added. Cells were pelleted at 500 g for 5 min and total RNA was extracted using RNeasy Mini Kit (QIAgen, Cat No. 74104), including DNAse digestion step (QIAgen, Cat No. 79254). mRNA was purified using Poly(A) RNA selection kit (Lexogen, Cat. No M039100). Both total RNA and mRNA quality was verified on a 2100 Bioanalyzer (Agilent Technologies, Cat. No G2939BA). Libraries for sequencing were prepared using NEBnext Ultra II directional RNA library prep kit for Illumina (New England Biolabs, Cat. No E7760L). Libraries were sequenced on an Illumina HiSeq 1500 instrument at the Laboratory of Functional Genomic Analysis (LAFUGA, Gene Center Munich, LMU). For the analysis, 50 bp single reads were mapped to the *D. melanogaster* (release 6) or independently to the *D. virilis* (release 1) genome using STAR (version 2.5.3a) with the GTF annotation dmel-all-r6.17.gtf or dvir-all-r1.07.gtf, respectively. Multi-mapping reads were filtered out by the parameter --outFilterMultimapNmax 1. Genic reads were counted with the parameter --quantMode GeneCounts. Read count tables were imported to R and low count genes were removed (at least 1 read per gene in 6 of the samples). Normalization factors (sizeFactors) were calculated for *D. melanogaster* or *D. virilis* count tables independently using DESeq2 package (version 1.24). Normalization factors derived from *D. virilis* were applied to *D. melanogaster* counts. Statistical analysis was carried out using DESeq2 by providing replicate information as batch covariate. Estimated log2 fold-change and adjusted p-values were obtained by the results function (DESeq2) and adjusted p-value threshold was set 0.01. Batch effect was corrected by the *ComBat* function from the sva package (version 3.32) on the log2-transformed normalized read counts. Batch adjusted counts were plotted relative to control or used for principal component analysis (PCA). Plots were generated using R graphics. Scripts are available on GitHub (https://github.com/tschauer/Domino_RNAseq_2020).

### RT-qPCR

cDNA was synthesized from 1 µg of total RNA (extracted as previously described but omitting the addition of *D. virilis* spike-in cells) using Superscript III First Strand Synthesis System (Invitrogen, Cat. No 18080–051, random hexamer priming) and following standard protocol. cDNA was diluted 1:100, qPCR reaction was assembled using Fast SYBR Green Mastermix (Applied Biosystem, Cat. No 4385612) and ran on a Lightcycler 480 II (Roche) instrument. Primer efficiencies were calculated via serial dilutions. Sequences as available in Supplementary file 4.

### Nuclear fractionation and western blot

For nuclear fractionation, 5–10 million cells were pelleted at 500 g for 5 min and washed with PBS. Cell pellets were either used directly or flash-frozen for later processing. Pellets were suspended in 300 µL of ice-cold NBT-10 buffer and rotated for 10 min at 4°C. Lysed cells were gently overlaid on 500 µL of ice-cold NB-1.2 buffer and spun at 5000 g for 20 min. Pelleted nuclei were washed once with 500 µL of ice-cold NB-10 buffer. Nuclei were resuspended in 60 µL of 1:1 mix of Protein-RIPA buffer and 5X Laemmli Sample buffer. Samples were boiled for 5 min at 95°C and ran on pre-cast 8% or 14% polyacrylamide gels (Serva, Cat. No 43260.01 and 43269.01) under denaturing conditions in 1X Running Buffer (25 mM Tris, 192 mM glycine, 0.1% SDS). Gels were wet-transferred onto nitrocellulose membranes (GE Healthcare Life Sciences, Cat. No 10600002) in ice-cold 1X Transfer Buffer (25 mM Tris, 192 mM glycine) with 20% methanol (for histones) or with 10% methanol + 0.1% SDS (for DOM proteins) at 400 mA for 45–60 min. Membranes were blocked with 5% BSA in TBS buffer for 1 hr and incubated with primary antibodies in TBST buffer (TBS + 0.1% Tween-20) + 5% non-fat milk at 4°C overnight. Membrane were washed 3 times (5 min each) with TBST buffer and incubated with secondary antibodies in TBST buffer for 1 hr at room temperature. Membrane were washed 3 times with TBST buffer, 2 times with TBS buffer (5 min each), and dried before imaging. Images were taken on a LI-COR Odyssey or a LI-COR Odyssey CLx machine (LI-COR Biosciences).

### ChIPseq

70 to 130 million *D. melanogaster* Kc167 cells, resuspended in 20 ml of complete Schneider’s *Drosophila *Medium, were crosslinked by adding 1:10 of the volume of Fixing Solution (100 mM NaCl, 50 mM Hepes pH 8, 1 mM EDTA, 0.5 mM EGTA, 10% methanol-free formaldehyde) and rotated at room temperature for 8 min. 1.17 ml of freshly-prepared 2.5 M glycine was added to stop the fixation (final conc. 125 mM). Cells were pelleted at 500 g for 10 min (4°C) and resuspended in 10 mL of ice-cold PBS. 3.5 million of fixed *D. virilis* cells (fixed as described for *D. melanogaster* cells) were added for every 70 million *D. melanogaster* cells. Cells were pelleted at 526 g for 10 min (4°C) and resuspended in 1 ml of PBS + 0.5% Triton-X-100 + 1X cOmplete EDTA-free Protease Inhibitor for every 70 million *D. melanogaster* cells and rotated at 4°C for 15 min to release nuclei. Nuclei were pelleted at 2000 g for 10 min and washed once with 10 ml of ice-cold PBS. Nuclei were suspended in 1 ml of RIPA buffer (10 mM Tris-HCl pH 8, 140 mM NaCl, 1 mM EDTA, 0.1% Na-deoxycholate, 1% Triton-X-100, 0.1% SDS, 1 mM PMSF, 1X cOmplete EDTA-free Protease Inhibitor) + 2 mM CaCl_2_ for every 70 million *D. melanogaster* cells, divided into 1 ml aliquots and flash-frozen in liquid N_2_. 1 mL of fixed nuclei was quickly thawed and 1 µL of MNase (to 0.6 units) (Sigma-Aldrich, Cat. No N5386) added. Chromatin was digested for 35 min at 37°C. MNase digestion was stopped by transferring the samples on ice and adding 22 µL of 0.5 M EGTA. Samples were mildly sonicated using a Covaris S220 instrument with the following settings: 50 W peak power, 20% duty factor, 200 cycles/burst, 8 min total time. Insoluble chromatin was removed by centrifugation at 16,000 g for 30 min at 4°C. Soluble chromatin was pre-cleared by incubation with 10 µL of 50% RIPA-equilibrated Protein A + G sepharose bead slurry (GE Healthcare, Cat. No 17-5280-11 and 17-0618-06) for every 100 µL of chromatin for 1 hr at 4°C. 100 µL of pre-cleared chromatin were set aside (input) and kept overnight at 4°C, while each primary antibody was added to 300 µL of chromatin and incubated overnight at 4°C. 40 µL of 50% RIPA-equilibrated Protein A + G sepharose bead slurry was added for each immunoprecipitation and rotated 3 hr at 4°C. Beads were washed 5 times with 1 ml of RIPA (5 min rotation at 4°C, pelleted at 3000 g for 1 min between washes) and resuspended in 100 µL of TE (10 mM Tris pH 8, 1 mM EDTA). 0.5 µL of RNAseA (Sigma-Aldrich, Cat. No. R4875) was added to both input samples and resuspended beads, followed by incubation at 37°C for 30 min. After addition of 6 µL of 10% SDS, protease digestion (250 ng/ µL Proteinase K, Genaxxon, Cat.no. M3036.0100) and crosslink reversal were performed simultaneously at 68°C for 2 hr. DNA was purified using 1.8X Agencourt AMPure XP beads (Beckman Coulter, Cat No A63880) following the standard protocol and eluted in 30 µL of 5 mM Tris-HCl pH 8. Libraries for sequencing were prepared using NEBNext Ultra II DNA library prep kit for Illumina (New England Biolabs, E7465). Libraries were sequenced on an Illumina HiSeq 1500 instrument at the Laboratory of Functional Genomic Analysis (LAFUGA, Gene Center Munich, LMU). 50 bp single-end reads were mapped to the *D. melanogaster* (release 6) or independently to the *D. virilis* (release 1) genome using *bowtie2* (Langmead and Salzberg, 2012) using standard parameters. Tag directories and input-normalized coverage files were generated using *Homer* (Heinz et al., 2010) with the parameters -fragLength 150 and -totalReads was set to the number of reads mapped to *D. virilis* genome. Input-normalized, scaled *D. melanogaster* coverage files were visualized using the Integrative Genomics Viewer (Robinson et al., 2011). Scripts for *D. virilis* scaling and input normalization are available on GitHub (https://github.com/tschauer/Domino_ChIPseq_2020). Composite plots were generated using *tsTools* (https://github.com/musikutiv/tsTools) and base R graphics. Annotations are derived from *TxDb.Dmelanogaster.UCSC.dm6.ensGene_3.4.4* (http://bioconductor.org/packages/release/data/annotation/html/TxDb.Dmelanogaster.UCSC.dm6.ensGene.html). Heatmaps were generated using *pheatmap* (https://cran.r-project.org/web/packages/pheatmap/index.html). Violin-boxplots were generated using *ggplot2* (https://cran.r-project.org/web/packages/ggplot2/index.html).

### Cloning of DOM constructs

DOM-A and DOM-B cDNAs were cloned into pENTR3c vector (Thermo Fischer Scientific, Cat. No A10464) by In-Fusion Cloning (Takara Bio, Cat. No 638909) using LD35056, LD03212, LD32234 plasmids *Drosophila *Genomic Resource Center) as templates for PCR. RNAi-resistant DOM-A and DOM-B were generated by substituting around 500 bp of the original cDNA sequence with manually mutagenized, synthesized DNA constructs (gBlock, Integrated DNA Technology), by restriction cloning. DOM-A and DOM-B K945G mutants were generated by site-directed mutagenesis (New England Biolabs, Cat. No E0554S). For transfection in *Drosophila* cells, the constructs in pENTR3c were recombined in pHWG (expression driven by *hsp70* promoter, C-terminal GFP tag;*Drosophila*Genomic Resource Center) by Gateway cloning (Thermo Fischer Scientific).

### Complementation assays and immunofluorescence

1–2 million Kc167 cells in 2 ml complete Schneider’s*Drosophila*Medium were seeded in each well of a 6-well plate. After 4 hr, cells were transfected with 500 ng of complementation plasmid (described before) + 25 ng of pCoBlast (Thermo Fischer, Cat. No K5150-01) using Effectene Transfection Reagent (QIAgen, Cat. No 301425). 48 hr after transfection, 2 ml of the cells were collected, transferred into T-25 flasks and diluted with 4 ml of complete Schneider’s*Drosophila*Medium + Blasticidin at a final concentration of 50 ng/ul. 7–8 days after selection the cells were collected and treated with dsRNA as described before.

For immunofluorescence, 0.2–0.4 million cells in 200 µL of complete Schneider’s *Drosophila *Medium were seeded onto a round 12 mm coverslips (Paul Marienfeld GmbH and Co., Cat No. 0117520) placed separately inside wells of 12-well plates. Cell were allowed to attach for 2–4 hr and the coverslips were gently rinsed with 500 µL of PBS. Cells were fixed in 500 µL of ice-cold PBS + 2% formaldehyde for 7.5 min. After removal of fixative, cells were permeabilized by adding 500 µL of ice-cold PBS + 0.25% Triton-X-100 + 1% formaldehyde and incubating for 7.5 min. Coverslips were washed two times with 1 ml of PBS and blocked with PBS + 3% BSA for 1 hr at room temperature. Coverslip were transferred onto a piece of parafilm, placed into a wet chamber and 40 µL of primary antibody solution was gently added onto the coverslip. After overnight incubation at 4°C, coverslips were transferred back to 12-well plates and washed twice with 1 ml of PBS. Coverslip were transferred again onto a piece of parafilm, placed into a wet chamber and 40 µL of secondary antibody was gently added onto the coverslip. After 1 hr incubation at room temperature, coverslips were transferred back to 12-well plates and washed twice with 1 ml of PBS. Cells were incubated with 1 ml of 0.2 µg/ml DAPI (Sigma-Aldrich, Cat. No 10236276001) for 5 min at room temperature. Coverslips were washed with PBS and with deionized water, mounted on slides with 8 µL of Vectashield (Vector Laboratories, Cat. No H-1000) and sealed with nail polish. Images were taken on a Leica SP5 confocal microscope. Images were processed and analyzed using Fiji (Source code 2) and data plotted using R-Studio. p-values were calculated using linear regression (*lm* function in R).

### Histone extraction and targeted mass-spectrometry

Kc167 cells were treated with dsRNAs in 6-well plates as described before. Cells were counted, pelleted and snap-frozen in liquid N_2_. For histone acid extraction, pellets from 4 to 12 million cells were resuspended in 500 µL of ice-cold 0.2M H_2_SO_4_ and histone were extracted by rotating overnight at 4°C. Cell debris were removed by centrifugation at 16,000 g for 10 min at 4°C. Histone were precipitated by adding trichloroacetic acid to reach 26% final concentration. Tubes were mixed and incubated at 4°C for 2 hr and spun at 16,000 g for 45 min. Pellets were washed twice with ice-cold 100% acetone (5 min rotation at 4°C, 10 min of 16,000 g spin at 4°C between washes), dried for 30 min at room temperature and resuspended in 10 µL of 2.5x Laemmli sample buffer for every initial cell million and boiled at 95°C for 5 min. Samples were stored at −20°C until further use. The histones corresponding to 10 million cells were separated onto 4–20% pre-cast polyacrylamide gels (Serva, Cat. No 43277.01). Gels were briefly stained with Coomassie (Serva, Cat. No 17524.01) and stored in water at 4°C. For targeted mass-spectrometry analysis, histones were excised, washed once with water and de-stained twice by incubating 30 min at 37°C with 200 µL of 50% acetonitrile (ACN) in 50 mM NH_4_HCO_3_. Gel pieces were then washed twice with 200 µL water and twice with 200 µL of 100% ACN to dehydrate them, followed by 5 min of speed-vac to remove residual ACN. Histones were in-gel acylated by adding 10 µL of deuterated acetic anhydride (Sigma-Aldrich, Cat. No 175641) and 20 µL of 100 mM NH_4_HCO_3_. After 1 min, 70 µL of 1 M NH_4_HCO_3_ were slowly added to the reaction. Samples were incubated at 37°C for 45 min with vigorous shaking. Samples were washed 5 times with 200 µL of 100 mM NH_4_HCO_3_, 5 times with 200 µL of water and twice with 200 µL of 100% ACN, followed by 3 min of speed-vac. Gel pieces were rehydrated in 20 µL of trypsin solution (25 ng/ µL trypsin in 100 mM NH_4_HCO_3_) (Promega, Cat. No V5111) and incubated at 4°C for 20 min. After the addition of 100 µL of 50 mM NH_4_HCO_3_, histones were in-gel digested overnight at 37°C. Peptides were sequentially extracted by incubating 10 min at room temperature twice with 60 µL of 50% ACN 0.25% trifluoroacetic acid (TFA) and twice 40 µL of 100% ACN. The total volume (around 250 µL) was evaporated in a centrifugal evaporator and the dried peptides were stored at −20°C until resuspension in 100 µL of 0.1% TFA. Peptides were loaded in a C18 Stagetip (pre-washed with ACN and conditioned with 0.1% TFA), washed 3 times with 20 µL of 0.1% TFA and peptides were eluted 3 times with 20 µL of 80% ACN 0.25% TFA. Eluted peptides were evaporated in a centrifugal evaporator, resuspended in 15 µl of 0.1% TFA and stored at −20°C. Desalted peptides were injected in an RSLCnano system (Thermo Fisher Scientific) and separated in a 15 cm analytical column (75 µm ID home-packed with ReproSil-Pur C18-AQ 2.4 μm from Dr. Maisch) with a 50 min gradient from 4% to 40% acetonitrile in 0.1% formic acid at 300 nl/min flowrate. The effluent from the HPLC was electrosprayed into Q Exactive HF mass spectrometer (Thermo Fisher Scientific). The MS instrument was programmed to target several ions as described before (Feller et al., 2015) except for the MS3 fragmentation. Survey full scan MS spectra (from m/z 270–730) were acquired with resolution R = 60,000 at m/z 400 (AGC target of 3 × 10^6^). Targeted ions were isolated with an isolation window of 0.7 m/z to a target value of 2 × 10^5^ and fragmented at 27% normalized collision energy. Typical mass spectrometric conditions were: spray voltage, 1.5 kV; no sheath and auxiliary gas flow; heated capillary temperature, 250°C. Peak integration was performed using Skyline (https://skyline.ms/project/home/software/Skyline/begin.view). Quantified data was further analyzed in R according to the formulas described in Feller et al. (2015) (Supplementary file 5; Source code 3 and Source code 4).

### Antibodies

DOM-A and DOM-B polyclonal antibody were generated by expression of C-terminal specific polypeptides. For DOM-A, residues 2963 to 3188 were expressed as C-terminal Glutathione-S-transferase (GST) fusion in *E. coli,* purified using Glutathione Sepharose resin (GE Healthcare, Cat. No 17075605) and eluted with glutathione. For DOM-B, residues 2395 to 2497 were expressed as C-terminal Maltose Binding Protein (MBP) fusion in *E. coli,* absorbed to amylose resin (New England Biolabs, Cat. No E8121S) and eluted with maltose. Antibody production in rabbit was done by Eurogentec (https://secure.eurogentec.com/eu-home.html). Both antibodies were validated by RNAi and western blot. For the monoclonal antibody against TIP60, N-terminal 6xHis-tagged TIP60 (full length) was expressed in *E. coli*, purified over a Ni-NTA column and eluted with imidazole. Monoclonal antibodies were developed by Dr. Elizabeth Kremmer (BioSysM, LMU Munich). Antibodies were validated by RNAi and western blot.

Sources of other antibodies were: DOM-A monoclonal and H2A.V polyclonal (Börner and Becker, 2016). Histone H4 rabbit polyclonal antibody: Abcam (Cat. No ab10158). Mouse anti- FLAG monoclonal antibody: Sigma-Aldrich (Cat. No F3165). Anti H4K12ac rabbit polyclonal antibody: Merck-Millipore (Cat. No 07–595). Anti-GFP mouse monoclonal antibody: Roche (Cat. No 11814460001). Anti-lamin mouse monoclonal antibody: kind gift of Dr. Harald Saumweber.

### Data and code availability

Next Generation sequencing data are available at the Gene Expression Omnibus under accession number GSE145738.

Targeted proteomics data are available at ProteomeXchange under accession number PXD017729.

Scripts for *D. virilis* scaling and input normalization for ChIP-seq are available on GitHub (https://github.com/tschauer/Domino_ChIPseq_2020; Schauer, 2020a; copy archived at https://github.com/elifesciences-publications/Domino_ChIPseq_2020).

Scripts for RNA-seq analysis are available on GitHub (https://github.com/tschauer/Domino_RNAseq_2020; Schauer, 2020b; copy archived at https://github.com/elifesciences-publications/Domino_RNAseq_2020).

Immunofluorescence images used for quantification of the complementation assays are available on Dryad (https://doi.org/10.5061/dryad.1rn8pk0qt).

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE145738. Targeted proteomics data are available at ProteomeXchange under accession number PXD017729. Immunofluoresce images are available at Dryad under accession number https://doi.org/10.5061/dryad.1rn8pk0qt. The following datasets were generated: ScacchettiASchauerTRApostolouZSparrACKrauseSHeunPWiererMBeckerPB2020Drosophila SWR1 and NuA4 complexes originate from DOMINO splice isoformsNCBI Gene Expression OmnibusGSE14573810.7554/eLife.56325PMC723965932432549 ScacchettiASchauerTRApostolouZSparrACKrauseSHeunPWiererMBeckerPB2020Drosophila SWR1 and NuA4 complexes are defined by DOMINO isoformProteomeXchangePXD01772910.7554/eLife.56325PMC723965932432549 ScacchettiASchauerTRApostolouZSparrACKrauseSHeunPWiererMBeckerPB2020Drosophila SWR1 and NuA4 complexes are defined by DOMINO isoformDryad Digital Repository10.5061/dryad.1rn8pk0qtPMC723965932432549

# Supplementary material for: Drosophila SWR1 and NuA4 complexes are defined by DOMINO isoforms
**Source:** eLife. 2020 May 20;9:e56325. doi: 10.7554/eLife.56325
**Supplement:** Supplementary file 3. — Subunit composition of the yeast SWR1 and NuA4 were obtained from the manually-curated SGD database (https://www.yeastgenome.org) (CPX-2122 and CPX3155). For the human complexes, we refer to the EP400 complex subunits described in Dalvai et al., 2015 and to the SRCAP subunits described in Feng et al., 2018.

| **SWR1.C** | | |
| --- | --- | --- |
| *D. melanogaster* | *S. cerevisiae* | *H. Sapiens* |
| DOM-B | Swr1 | SRCAP |
| BRD8 |  |  |
| MRGBP |  |  |
| YL-1 | Swc2 | YL-1 |
| GAS41 | Yaf9 | GAS41 |
| BAP55 | Arp4 | ACTL6a |
| ARP6 | Arp6 | ARP6 |
| DMAP1 | Swc4 | DMAP1 |
| MRG15 |  |  |
| PONT | Rvb1 | RUVBL1 |
| REPT | Rvb2 | RUVBL2 |
| HCF |  |  |
| PPS |  |  |
|  | Act1 | ACTIN |
|  | Swc3 |  |
|  | Swc5 |  |
|  | Swc7 |  |
|  | Vps71 |  |
|  | Vps72 |  |
|  | Bdf1 |  |
|  |  | ZNHIT1 |

| **NuA4.C** | | |
| --- | --- | --- |
| *D. melanogaster* | *S. cerevisiae* | *H. Sapiens* |
| DOM-A | Eaf1 | EP400 |
| BRD8 |  | BRD8 |
| MRGBP | Eaf7 | MRGBP |
| YL-1 | Swc2 | YL-1 |
| GAS41 | Yaf9 | GAS41 |
| BAP55 | Arp4 | ACTL6a |
| DMAP1 | Swc4 | DMAP1 |
| MRG15 | Eaf3 | MRG15 |
| *PONT* |  | RUVBL1 |
| *REPT* |  | RUVBL2 |
| ING3 | Yng2 | ING3 |
| TIP60 | Esa1 | KAT5 |
| E(Pc) | Epl1 | EPC1 |
| NIPPED-A | Tra1 | TRRAP |
| XBP-1 |  |  |
| CG12054 |  |  |
|  | Eaf6 | EAF6 |
|  | Act1 | ACTIN |
|  | Eaf5 |  |

How the deposited data were processed for this re-analysis (not part of the article)

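RNA-seq was analysed from 15 libraries of Kc167 cells treated with dsRNA against GST or GFP (CTRL), H2A.V, DOM-A, DOM-B or TIP60, with 3 biological replicates per group. CTRL cells received dsRNA against GST in replicates 1 and 3 and against GFP in replicate 2, so that the control sequence and the replicate cannot be told apart. The other experiments of the paper, by western blot, immunofluorescence, mass-spectrometry, ChIP-seq and RT-qPCR, were not analysed here.

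The authors mapped the 50 nt reads with STAR to the D. melanogaster genome and independently to the D. virilis genome, discarded reads with several positions, and deposited read counts per gene for each library and species, without filtering or normalization. The deposited counts are given without regard to the strand and for each strand. The counts for the strand on which most reads of the directional library fell were used, and the deposited counts made without regard to the strand were tried as an alternative. Symbols and positions of genes were taken from an annotation of BDGP6 that is newer than the one the authors counted with, and 17343 of 17481 gene identifiers matched. No annotation of D. virilis was used.

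The D. melanogaster counts were filtered to genes with at least 1 read in 6 samples (11424 genes), and D. virilis counts likewise (8941 genes), the filter stated in the paper. Size factors were computed by the median-of-ratios method separately for each species, and those of D. virilis set the library sizes for D. melanogaster. The authors used DESeq2 for the tests. Here, edgeR version 4.0.16 was used with its quasi-likelihood fit and test, all 15 libraries in one fit, the replicate number as a block, and Benjamini-Hochberg adjustment over the genes tested in each of the 5 comparisons, with a threshold of 0.01. DESeq2 version 1.42.0 was an alternative, with its default independent filtering. Other versions were R 4.3.3, limma 3.58.1 and sva 3.50.0. The replicate numbers shared between groups come from the sample labels, and the paper's methods use them as a batch covariate. Their pairing was checked by the correlation, across genes, of deviations from the group means, which was 0.344 for the 30 pairs of samples with the same number.

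Normalized counts are counts divided by the size factor. Log2 differences of single replicates, the principal component analysis and the ComBat adjustment used a pseudocount of 1. The correlations of log2 fold-changes used all genes tested, and their disjoint version compared a knock-down with 1 CTRL library and the other knock-down with the other 2 CTRL libraries, averaged over the assignments. The spike-in ratio of a library is the log2 ratio of its D. virilis to its D. melanogaster size factor, and groups were compared by exact two-sided permutation tests, which cannot fall under p = 0.1 with 3 against 3 libraries. The counts of shared genes expected by chance are the product of both numbers of called genes divided by the number of genes tested. They do not take into account that both comparisons share their CTRL libraries.

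The scripts were tested on simulated data drawn from the CTRL means, the dispersions and the size factors of the real samples, with 200 genes changed by known factors. edgeR recovered 88% of the changed genes in the right direction and called 0.019% of 10544 unchanged genes. DESeq2 recovered 92.5% and called 0.104%. A group in which every gene was set to a fixed lower level had a median log2 fold-change of −0.32 with the D. virilis size factors.

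Total reads counted on genes lay between 8662976 and 14679536 per library for D. melanogaster. Over genes with at least 20 reads, replicates of a group differed by more than counting error, and the standard errors of the fit and not counting intervals are given. For genes with fewer reads the share of counting error was not measured.

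The genes named were chosen by a rule written before the data were examined. It takes the genes of the paper's complexes, their subunits and other Drosophila factors named in its text or supplement, and for each comparison the 3 genes with the largest positive and the 3 with the largest negative log2 fold-change among those with an adjusted p-value under 0.01, a mean normalized count of at least 100 and the same direction in all replicates. Of the genes this rule gives, the text names those with the largest changes. A list of 10 glycolytic genes was added after 2 other glycolytic genes had been seen among those lower after DOM-A RNAi in the authors' supplementary table.

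The main choices and most alternatives were set before the data were examined. Alternatives of the scaling were TMM normalization on the D. melanogaster or the D. virilis counts and total D. virilis counts. Others were unstranded counts, no filter on low counts, at least 10 counts in every sample, and a mean normalized count of at least 100 for correlations. Further ones were no replicate block, DESeq2, a threshold of 0.05, only the 2 groups compared in the fit, and Pearson's r. The rest were separate or single CTRL libraries, a pseudocount of 10, and genes centred but not scaled. Each library was also left out in turn, which is reported apart and not counted among the alternatives. The restriction to protein-coding genes and the size factors from D. virilis genes with a mean count of at least 100 were chosen after seeing the data. The legend of the paper's Figure 2—figure supplement 1B refers to coding genes, so that the restriction to protein-coding genes is closer to the paper's set of genes than the main choice is.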

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

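Of the tests in this part, those of reads outside exons and of opposite-strand reads per D. virilis read were chosen only after the result was seen.

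Reads on the strand opposite to a gene are data that the paper's text does not describe. Their share of the reads on D. melanogaster genes was 3.26% ± 0.06 (SD, n = 3) after H2A.V RNAi and 3.02% ± 0.028 (SD, n = 3) in CTRL, a difference of 0.239 percentage points. All 3 libraries of H2A.V RNAi, between 3.19% and 3.31%, were above all CTRL libraries, between 2.99% and 3.04% (exact permutation p = 0.1, the smallest that 3 against 3 libraries allow, and 0.133 after Benjamini-Hochberg adjustment over the 4 knock-downs). The share was lower than in CTRL after DOM-A RNAi, by a difference of −0.196 percentage points, and after TIP60 RNAi, by −0.224 (exact permutation p = 0.1 for each). After DOM-B RNAi it was higher, by 0.0796 percentage points (exact permutation p = 0.3). Strand leakage of the library preparation was tested on the D. virilis genes, whose cells were not treated with dsRNA. Their opposite-strand share rose by 0.258 percentage points, from 0.783% in CTRL to 1.04% in the libraries of H2A.V RNAi, which leakage that differs between libraries may explain. Genes that overlap another gene on the opposite strand were not the source of all of the difference, since it was 0.152 percentage points over the 5014 genes with no gene on the other strand within 1000 bp. Without the 100 genes with the most opposite-strand reads it was also 0.152 percentage points. Over the 5014 genes, each DOM-B library was also above the same-numbered CTRL library (0.792%, 0.881% and 0.845% against 0.671%, 0.726% and 0.707%). The opposite-strand share of the D. virilis genes was higher in the DOM-B libraries too, at 0.919% against 0.783% in CTRL, which leakage may also explain. After DOM-A and TIP60 RNAi the replicates differed in direction. The share of mapped reads outside exons was 0.538 percentage points higher after H2A.V RNAi than in CTRL. The groups overlapped, but each library of H2A.V RNAi was above the CTRL library with the same replicate number, so that reads from genomic DNA or introns may contribute. After DOM-A RNAi the share outside exons was higher still, at 3.77% against 3.34% after H2A.V RNAi, while the opposite-strand share was lower than in CTRL. Per unit of the D. virilis size factor, the opposite-strand reads after H2A.V RNAi were on average 91.1% of CTRL, lower in replicates 1 and 2 and higher in replicate 3. The opposite-strand reads per D. virilis read counted were a measure chosen after seeing the data. After H2A.V RNAi they were higher than in the same-numbered CTRL library in all 3 replicates (0.16, 0.164 and 0.179 against 0.155, 0.161 and 0.164). After DOM-B RNAi they were also higher in all 3 (0.168, 0.184 and 0.183), and after DOM-A and TIP60 RNAi lower in all 3. Whether the opposite-strand reads became more numerous after H2A.V RNAi thus depends on the scaling. A fall of the reads on the genes' own strand may also raise the share. A biological rise of antisense transcription after H2A.V RNAi cannot be told apart from these explanations.

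D. virilis genes were used by the paper only for scaling. Tested like the D. melanogaster genes, 786 of 8941 D. virilis genes, or 8.79%, differed between DOM-A RNAi and CTRL with an adjusted p-value under 0.01, 405 of them higher and 381 lower. The number was 493 for TIP60 RNAi, 187 for H2A.V RNAi and 150 for DOM-B RNAi. Among the 4 splits of the 6 libraries that part all same-numbered pairs, 1 gave as many genes, the real one, and none of the others among all 10 splits did. Such small numbers of splits cannot give a share under 0.05. The other splits mix both groups on each side, so that a real difference adds to the spread and few calls there are no measure of false calls. With TMM normalization on the D. virilis counts, 793 genes were called, so that the scaling of the D. virilis counts is not the source. D. melanogaster reads counted on D. virilis genes are a candidate explanation, because reads were mapped to each genome independently. If they were, the log2 fold-changes of D. virilis genes would follow those of the knock-downs. With separate CTRL libraries, Spearman's rho across D. virilis genes was 0.332 between DOM-A and TIP60 RNAi and 0.158 between DOM-A and DOM-B RNAi, the same order as for D. melanogaster genes. The reads themselves were not analysed here, so that the share of such reads is not known, and a difference between the D. virilis cells added to each group was not tested.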

How the results depend on the processing

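None of the tests in this part was chosen after its result was seen, apart from the alternatives marked as such. For the numbers of genes, the correlations, the spike-in ratios, the components and the mRNA of Tip60, His2Av and dom, 270 values under an alternative kept their direction and side of the threshold or moved less than the spread between replicates (1.5-fold for numbers of genes), 77 moved more, 6 became weaker, 2 stronger and 5 reversed. With each library left out in turn, 153 values of these results were the same in this sense, 59 moved more, 6 became weaker and 4 reversed. For the other genes named, 385 values were the same and 18 weaker under the alternatives. With each library left out in turn, 200 of theirs were the same and 28 weaker. The cause was not tested for any of the values that follow.

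Numbers of genes higher and lower moved with the threshold, the design of the fit and the scaling. At an adjusted p-value under 0.05, 1771 and 1903 genes were called after DOM-A RNAi, 817 and 672 after DOM-B RNAi, 359 and 2486 after H2A.V RNAi, 1064 and 1734 after TIP60 RNAi, and 1550 and 1930 between DOM-A and DOM-B RNAi, and 645 genes were shared by DOM-B and H2A.V RNAi. In the fit that left out the replicate block, with same-numbered samples correlated at 0.344, 614 genes were higher after DOM-A RNAi, 126 and 77 were called after DOM-B RNAi, 59 and 853 after H2A.V RNAi and 319 and 605 after TIP60 RNAi, 462 were higher between DOM-A and DOM-B RNAi, and 100 were shared by DOM-B and H2A.V RNAi. With only the 2 groups compared in the fit, 958 and 704 genes were called after DOM-B RNAi, 347 were higher after H2A.V RNAi, 839 were higher after TIP60 RNAi, 441 and 726 were called between DOM-A and DOM-B RNAi, and 641 were shared. With DESeq2, 607 and 537 genes were called after DOM-B RNAi and 228 and 1997 after H2A.V RNAi, and 483 were shared.

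The scaling also moved the balance of higher and lower genes. With TMM normalization on the D. melanogaster counts, 429 genes were lower after DOM-B RNAi, and 273 were higher and 489 lower after H2A.V RNAi. With total D. virilis counts, 555 genes were higher and 133 lower after DOM-B RNAi, 408 were lower after H2A.V RNAi, 1533 were lower after TIP60 RNAi, and 430 were higher and 2142 lower between DOM-A and DOM-B RNAi. The share of higher genes among those called went from 54.1% to 80.7% for DOM-B RNAi, from 36.6% to 22.5% for TIP60 RNAi, from 41.8% to 16.7% for DOM-A against DOM-B RNAi, and from 9.62% to 31.8% for H2A.V RNAi.

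The log2 fold-change of Tip60 after H2A.V RNAi, −0.59 at an adjusted p-value of 0.0096, was above the threshold with TMM on D. melanogaster counts (−0.34), TMM on D. virilis counts (−0.57), total D. virilis counts (−0.39), size factors from D. virilis genes with a mean count of at least 100 (−0.48, chosen after seeing the data), no filter (−0.59) and no replicate block (−0.59), with adjusted p-values between 0.0018 and 0.156 from edgeR's and DESeq2's tests over its alternatives. That of His2Av passed the threshold with only the 2 groups compared, at −0.62 for DOM-A RNAi (adjusted p-value 0.00248 from edgeR's test, between 0.00248 and 0.459 over the alternatives) and −0.62 for TIP60 RNAi (0.00169, between 0.00169 and 0.485). That of dom after DOM-B RNAi, −0.10, reversed to 0.053 with total D. virilis counts.

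Spearman's rho moved with the genes included. Over genes with at least 10 counts in every sample it was 0.37 for DOM-A and DOM-B, 0.27 for DOM-B and TIP60 and 0.13 for DOM-A and H2A.V RNAi, and the difference between DOM-B and DOM-A in their correlation with H2A.V was 0.31. Over genes with a mean normalized count of at least 100 these were 0.36, 0.26, 0.11 and 0.30, and DOM-A and TIP60 had 0.88. Without a filter rho of DOM-A and DOM-B was 0.46, and over protein-coding genes only, chosen after seeing the data, 0.45. Pearson's r was 0.56 for DOM-A and DOM-B, 0.53 for DOM-B and TIP60 and 0.41 for DOM-A and H2A.V RNAi. With separate CTRL libraries rho was 0.32 for DOM-A and DOM-B, 0.58 for DOM-A and TIP60, 0.24 for DOM-B and TIP60, 0.17 for DOM-A and H2A.V and 0.31 for DOM-B and H2A.V RNAi, with a difference of 0.15. With a single CTRL library it was 0.59, 0.55, 0.44 and 0.65 for DOM-A and DOM-B, DOM-B and TIP60, DOM-A and H2A.V and DOM-B and H2A.V RNAi. In these alternatives, the correlation with H2A.V RNAi was higher for DOM-B than for DOM-A RNAi and that with TIP60 RNAi was higher for DOM-A.

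The spike-in ratio of H2A.V RNAi minus CTRL fell from 0.30 to 0.047 with total counts and stayed between 0.19 and 0.29 under the other alternatives. That of DOM-A RNAi fell to 0.0015 with TMM library sizes. That of DOM-B RNAi, 0.0014, reversed with unstranded counts (−0.00173), TMM library sizes (−0.047), total counts (−0.12) and the size factors chosen after seeing the data (−0.019). The first component held 27.2% of the variance without ComBat, 37.6% without scaling of the genes, 36.2% with at least 10 counts in every sample, 32.4% with TMM and 31.8% over protein-coding genes. The second held 14.4% without scaling, 23.4% with at least 10 counts and 14.9% with TMM, and the third 14.8% without ComBat and 11.5% without scaling.

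In the fits that each left out one library of the groups compared, DOM-A RNAi gave 520 to 909 higher and 702 to 1088 lower genes, DOM-B RNAi 57 to 304 and 52 to 237, H2A.V RNAi 48 to 117 and 485 to 1650, TIP60 RNAi 238 to 392 and 447 to 685, and DOM-A against DOM-B RNAi 403 to 807 and 690 to 1069. With a library of another group left out, the highest numbers were 1158 and 1312 for DOM-A, 450 and 366 for DOM-B, 206 and 1547 for H2A.V and 688 and 1128 for TIP60 RNAi, and 909 and 1264 for DOM-A against DOM-B RNAi. Between 73 and 252 genes were shared by DOM-B and H2A.V RNAi. Tip60 after H2A.V RNAi had log2 fold-changes from −0.70 to −0.54, with adjusted p-values up to 0.0511 from edgeR's test. It passed the threshold in 0 of the 6 fits. The log2 fold-change of dom after H2A.V RNAi, 0.02, went from −0.13 to 0.13 and reversed without CTRL replicate 1 (−0.03) and without H2A.V replicate 3 (−0.13). Spearman's rho went from 0.41 to 0.53 for DOM-A and DOM-B, from 0.71 to 0.83 for DOM-A and TIP60, from 0.33 to 0.48 for DOM-B and TIP60, from 0.21 to 0.36 for DOM-A and H2A.V and from 0.42 to 0.57 for DOM-B and H2A.V RNAi, and the difference from 0.18 to 0.29. The spike-in ratio minus CTRL went from 0.25 to 0.36 for H2A.V, from 0.07 to 0.13 for TIP60, from 0.02 to 0.08 for DOM-A and from −0.033 to 0.040 for DOM-B RNAi, with a reversal without CTRL replicate 1 (−0.00915) and without DOM-B replicate 3 (−0.033). The components held 29.3% to 32.6%, 15.8% to 19.6% and 11.5% to 14.7% of the variance.

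For each number of genes higher or lower in the 5 comparisons and for the genes shared by DOM-B and H2A.V RNAi, 1 of the 4 splits of the 6 libraries that part all same-numbered pairs gave a result as large, the real one, and the largest number from another of the 10 splits was 1 gene. With 4 or 10 splits this share cannot be under 0.05. Each of the other splits mixes both groups on each side, so that a real difference adds to the spread within the sides. The few genes called there are therefore no measure of false calls. The other 6 splits part only 1 of the 3 same-numbered pairs. The spread between replicates limits which changes can be called, and changes of a single isoform of dom cannot be seen in counts pooled over the gene.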

Differences from the paper's values

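Spearman's rho between the log2 fold-changes of DOM-A and DOM-B RNAi was 0.469, and the paper's value is 0.45. Their difference is larger than the SD of 0.00825 between replicates. Of the alternatives set before the data were examined, the absence of a filter on low counts closed the gap, at 0.455. Unstranded counts (0.466), at least 10 counts in every sample (0.37), a mean normalized count of at least 100 (0.36), no replicate block (0.465), DESeq2 (0.467), separate CTRL libraries (0.32), a single CTRL library (0.59) and Pearson's r (0.56) did not. The restriction to protein-coding genes, chosen after seeing the values, closed it, at 0.455. The legend of the paper's Figure 2—figure supplement 1B refers to coding genes.

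After H2A.V RNAi, 140 genes were higher than in CTRL, against the paper's about 220 in Figure 2—figure supplement 1B, read by eye. Of the alternatives set before the data were examined, DESeq2 (228 genes), TMM normalization on D. melanogaster counts (273) or on D. virilis counts (151), total D. virilis counts (190) and the absence of a filter brought the number to within 1.5-fold of the paper's, which is what closing the gap means for numbers of genes here. TMM on D. virilis counts did so by a shift of only 11 genes. Unstranded counts (119), at least 10 counts in every sample (97), no replicate block (59), a threshold of 0.05 (359) and only the 2 groups in the fit (347) did not. Of the alternatives chosen after seeing the values, the size factors from D. virilis genes with a mean count of at least 100 closed it (183) and protein-coding genes only (123) did not.

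After DOM-B RNAi, 313 genes were higher and 266 lower than in CTRL, and the paper's supplementary table holds 595 and 530. For the genes higher, DESeq2 (607), total D. virilis counts (555), no filter (447) and a threshold of 0.05 (817), all set before the data were examined, closed the gap. TMM on D. melanogaster (376) or D. virilis counts (320), unstranded counts (296), at least 10 counts in every sample (223), no replicate block (126) and only the 2 groups in the fit (958) did not. For the genes lower, DESeq2 (537), TMM on D. melanogaster counts (429), a threshold of 0.05 (672) and only the 2 groups in the fit (704), all set before the data were examined, closed it. TMM on D. virilis counts (302), total D. virilis counts (133), unstranded counts (241), no filter (307), at least 10 counts in every sample (264) and no replicate block (77) did not. The size factors from D. virilis genes with a mean count of at least 100, chosen after seeing the values, closed the gap for the genes higher (398) and not for those lower (263), and protein-coding genes only, also chosen after seeing the values, closed neither (290 and 263). DESeq2 is the test that the paper's methods name.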

Other observations

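Of the tests in this part, those of the opposite-strand reads on dom, the isoforms of dom, the single replicates of dom in TIP60 RNAi, the depth and the D. virilis cells behind the spike-in ratio, and the D. virilis genes with few reads were chosen only after the result was seen, and the list of glycolytic genes was chosen after 2 of its kind had been seen to fall.

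Counts on dom were not significantly lower than in CTRL after RNAi against DOM-A or DOM-B, although all 3 replicates of DOM-B RNAi were slightly lower, at a log2 fold-change of −0.10. Reads from the dsRNA itself, which has both strands, do not account for it, since at most 0.612% of the reads on dom came from the other strand in these libraries. The scaling did not hide a fall to −0.5 or lower, with log2 fold-changes of 0.29 after DOM-A RNAi and −0.16 after DOM-B RNAi under TMM on D. melanogaster counts. Loss of one isoform may be hidden in counts pooled over the gene, since 72.2% of the exonic positions of DOM-RE are also exonic in DOM-RA, and this explanation cannot be excluded with counts per gene.

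Counts on dom were higher after TIP60 RNAi, at 7972 ± 1250 (SD, n = 3) against 4558 ± 481 (SD, n = 3) in CTRL, a log2 fold-change of 0.80 (adjusted p-value 0.000831 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 3 of 3 replicates. With TMM on D. melanogaster counts it was 0.86, and the smallest difference among the single replicates was 0.64, so that neither the spike-in scaling nor one deviating replicate accounts for it. The paper's text does not describe it, and the row of dom in the authors' table for TIP60 RNAi was not used here. A response of dom to the loss of TIP60 may be behind it, a hypothesis found and tested on the same data. Whether the change differs from that after DOM-A RNAi was not tested.

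The higher spike-in ratio after H2A.V RNAi, 0.30 above CTRL, was examined for technical explanations. Without D. virilis genes with an unadjusted p-value under 0.05 in any knock-down, which may hold D. melanogaster reads, the difference was 0.342. The p-values came from edgeR's test with the same D. virilis size factors, so the genes kept are those that follow these factors. This value therefore cannot decide whether D. melanogaster reads on D. virilis genes raised the ratio. Without the 100 most abundant genes of each species, the ratio of total counts was 0.109 higher than in CTRL, against 0.05 with all genes, and it was 0.30 without the 2000 most abundant ones. The difference between the ratio of total counts and that of size factors may therefore lie in the most abundant genes, which weigh most in total counts, but the test does not tell which of the ratios is right. Of the 7 libraries of other groups at least as deep as the shallowest H2A.V library, 0 had a ratio as high as the lowest H2A.V library (0.0971), the highest being 0.0507, and 1 less deep library reached it. With size factors from D. virilis genes with a mean count of at least 100 the difference was 0.191, so that genes with few reads account for a part of it. The number of D. virilis cells added to each sample cannot be told apart from a change of the D. melanogaster RNA with 3 against 3 libraries, where an exact permutation p of 0.1 is the smallest possible.

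DOM-B RNAi was closer to H2A.V RNAi than DOM-A RNAi was, by a difference of rho of 0.23. Shared CTRL libraries alone do not account for it, since the difference was 0.1451 with separate CTRL libraries.

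DESeq2 called more genes than edgeR in each comparison with CTRL, for example 1144 against 579 after DOM-B RNAi. False calls on unchanged genes were tested on the D. virilis genes, of which DESeq2 called 7.52% after DOM-A RNAi. edgeR called 8.79% of them, so that they are not an unchanged set, and this test does not decide whether the additional calls are false. On simulated data, DESeq2 called 0.104% of 10544 unchanged genes and edgeR 0.019%, which is too few to account for most of the additional calls, as far as the simulation, drawn with edgeR's dispersions, resembles the real counts.

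In replicate 2 of H2A.V RNAi, 15.8% of the His2Av mRNA of CTRL was left, against 1.96% and 2.65% in replicates 1 and 3. A mixture of that sample with CTRL cells or RNA, at the 13.9% this would take, would bring the median log2 fold-change of 31 genes that fell to under 0.25 of CTRL in replicates 1 and 3 to −1.83 in replicate 2, but it was −2.48. The genes called after H2A.V RNAi moved at least as far in replicate 2 as in the others, with a median absolute log2 difference of 0.968 against 0.839 and 0.723, so that the sample with the most residual mRNA did not have the smallest response. A relation cannot be excluded with 3 replicates, and the size of the response followed the order of the spike-in ratios of the replicates minus CTRL (0.40 against 0.34 and 0.16). The cause of the residual mRNA is not known, and no biological explanation was tested.

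The authors' supplementary table showed 2 glycolytic genes among those lower after DOM-A RNAi, which prompted a list of the glycolytic genes. The 2 genes were left out of it, and the list was fixed before the fold-changes of its other 10 genes were tested here. Of these 10 genes, 9 had a log2 fold-change below 0 after DOM-A RNAi, with a median log2 fold-change of −1.12 and 8 genes lower at an adjusted p-value under 0.01 (8 also when adjusted over the list alone). This median was at percentile 0 of 10000 random lists of genes matched on mean expression. The random lists are drawn across genes, so that the percentile does not measure the spread between replicates. Genes that vary together can reach an extreme percentile with any difference between the samples. After TIP60 RNAi the median was −0.55 at percentile 0.04, with 3 genes lower (4 adjusted over the list). After DOM-B RNAi it was −0.38 at percentile 0.18, with all 10 genes below 0 and 1 gene lower (3 adjusted over the list), and after H2A.V RNAi −0.29 at percentile 30.3. With TMM on D. melanogaster counts the median after DOM-A RNAi was −1.13, so that the spike-in scaling does not account for it. The paper's text does not describe it, and a lower expression of glycolytic genes after loss of DOM-A, TIP60 and, to a lesser extent, DOM-B may be a common response of the cells, a hypothesis found and tested on the same data. Other technical explanations, such as a difference in cell density or medium between the samples, were not tested.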
